# Genetic Targets of Hydrogen Sulfide in Ventilator-Induced Lung Injury – A Microarray Study

**DOI:** 10.1371/journal.pone.0102401

**Published:** 2014-07-15

**Authors:** Sashko Spassov, Dietmar Pfeifer, Karl Strosing, Stefan Ryter, Matthias Hummel, Simone Faller, Alexander Hoetzel

## Abstract

Recently, we have shown that inhalation of hydrogen sulfide (H_2_S) protects against ventilator-induced lung injury (VILI). In the present study, we aimed to determine the underlying molecular mechanisms of H_2_S-dependent lung protection by analyzing gene expression profiles in mice. C57BL/6 mice were subjected to spontaneous breathing or mechanical ventilation in the absence or presence of H_2_S (80 parts per million). Gene expression profiles were determined by microarray, sqRT-PCR and Western Blot analyses. The association of Atf3 in protection against VILI was confirmed with a Vivo-Morpholino knockout model. Mechanical ventilation caused a significant lung inflammation and damage that was prevented in the presence of H_2_S. Mechanical ventilation favoured the expression of genes involved in inflammation, leukocyte activation and chemotaxis. In contrast, ventilation with H_2_S activated genes involved in extracellular matrix remodelling, angiogenesis, inhibition of apoptosis, and inflammation. Amongst others, H_2_S administration induced Atf3, an anti-inflammatory and anti-apoptotic regulator. Morpholino mediated reduction of Atf3 resulted in elevated lung injury despite the presence of H_2_S. In conclusion, lung protection by H_2_S during mechanical ventilation is associated with down-regulation of genes related to oxidative stress and inflammation and up-regulation of anti-apoptotic and anti-inflammatory genes. Here we show that Atf3 is clearly involved in H_2_S mediated protection.

## Introduction

Mechanical ventilation can induce lung injury in the healthy lung or exacerbate pre-existing lung injury, both conditions which are referred to as ventilator-induced lung injury (VILI). Lung injury develops during mechanical ventilation as the result of cyclic alveolar stretch, leading to tissue disruption, release of inflammatory mediators, influx of inflammatory cells, and pulmonary edema [1]. VILI remains a major problem in critical care medicine [2], despite the implementation of low tidal volume ventilation that has reduced the rate of morbidity and mortality [3].

In a search for alternative therapeutic strategies, we recently found that inhalation of hydrogen sulfide (H_2_S) during mechanical ventilation prevents VILI in mice [4]. The protective properties of H_2_S have been increasingly investigated in various models of hemorrhagic shock, ischemia–reperfusion, oxidative stress, endotoxemia, and bacterial sepsis [5]. H_2_S, toxic at high concentrations, is an endogenously synthesized gaseous signal transducer that is involved in many biological processes including inflammation, apoptosis, vasodilatation, and the induction of suspended animation-like states in rodents [5]–[7]. Upon mechanical ventilation, gaseous H_2_S exerts anti-inflammatory effects by limiting cytokine release and neutrophil transmigration [4]. Likewise, application of H_2_S donors, such as sodium hydrosulfide (NaHS) and sodium sulfide (Na_2_S), exerts anti-inflammatory, antioxidant, and reducing effects that contribute to protection against VILI [8], [9].

Despite the increasing amount of data on the protective properties of H_2_S in VILI, the underlying molecular mechanisms remain elusive [9]. Therefore, we utilized a microarray approach for large scale analysis of target genes in order to elucidate the therapeutic effects of H_2_S in VILI. This is the first study to demonstrate the influence of supplemental H_2_S on gene expression in a model of VILI. In addition to describing the genes differentially regulated in VILI [10]–[16], the present study focused on newly identified H_2_S target genes within several functional groups, including anti-inflammatory and anti-apoptotic pathways, regulation of extracellular matrix (ECM) remodelling and angiogenesis.

## Materials and Methods

### Animals

All animal experiments were approved and carried out in accordance with the guidelines of the local Animal Care Commission (Ethics Committee University of Freiburg, Freiburg, Germany, permissions No. G-07/25 and No. G-12/73).

Male C57BL/6N mice (24–26 g body weight) were obtained from Charles River Laboratories (Sulzburg, Germany). After induction of anesthesia with 90 mg/kg ketamine and 1 mg/kg acepromazine intraperitoneally (i.p.), animals were placed on a heating pad, and insertion of an arterial line as well as a tracheal tube was performed as previously described [4], [17]. Mice were randomized into 4 groups with n = 5 per group. Two control groups were allowed to breathe spontaneously either synthetic air or synthetic air supplemented with 80 ppm H_2_S for 6 hours. Two groups were ventilated with synthetic air or synthetic air with 80 ppm H_2_S for 6 hours using a rodent ventilator (Voltekenterprises, Toronto, ON, Canada) set to a tidal volume of 12 ml/kg, a frequency of 80–90 breaths/minute, and a positive end-expiratory pressure (PEEP) of 2 cm H_2_O. At the end of experiments, mice were sacrificed and bronchoalveolar lavage fluid (BALF) was collected and analyzed for neutrophil cell count. The left lung lobe was prepared for histological analysis as described previously [4]. The remaining tissue samples were snap-frozen in liquid nitrogen and stored at −80°C for subsequent experiments.

### Histological Analysis

Cryosections (6 µm) were cut from the left lung lobe and subjected to hematoxylin and eosin (H&E) staining. At least five representative photographs were taken from each lung. In addition, five high-power fields were randomly assigned to each photograph. The degree of lung damage was determined in each power field using a modified VILI score: (1) thickness of the alveolar walls, (2) infiltration or aggregation of inflammatory cells, and (3) haemorrhage as described elsewhere [4], [18], [19]. The alveolar wall thickness was analyzed with Axiovision software (AxioVs4.0, Zeiss, Germany).

### RNA extraction and Microarray analysis

The inferior right lung lobe was homogenized in Trizol reagent (Invitrogen Corporation, Burlington, Canada). RNA was purified using the RNeasy Plus Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer's instructions, and further processed with the Affymetrix GeneChip Whole Transcript Sense Target Labelling Assay as described by the manufacturer (Affymetrix UK Ltd, Mercury Park, UK). For details and microarray data processing see Materials and Methods S1.

Genes that showed statistical relevance after T-test (p≤0.005), false discovery rate (FDR) ≤10% and effect size ≥1.7 were further considered as target genes. The microarray dataset discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [20] and are accessible through GEO Series accession number GSE58169.

### Gene enrichment analysis

To reveal dataset-specific gene ontology (GO) processes and their possible interactions, a gene enrichment analysis (GEA) was used (MetaCore software, http://www.genego.com/metacore.php). The input dataset included all differentially regulated genes meeting our restriction criteria. The most significant GO processes and GO process networks were depicted in a colour map. The colour map was created with the Multi Experiment Viewer software [21]. Colour intensity codes the annotation significance and the P value is presented as a log_10_ ratio.

### Semi-quantitative real-time PCR

cDNA samples were synthesized from equal amounts of RNA using random hexamer reverse primers and a Taqman Reverse Transcription kit (Applied Biosystems Inc, Foster City, USA). TaqMan PCR reactions were performed according to the manufacturer's instructions using TaqMan Universal PCR Master Mix and an ABI Prism 7000 device (Applied Biosystems). TaqMan Gene Expression Assays for Socs3 (Mm00545913_s1), Atf3 (Mm00476032_m1), Gadd45a (Mm00432802_m1), and GAPDH (TaqMan Rodent GAPDH Control Reagent) were purchased from Applied Biosystems. Gene expression in each sample was measured in triplicate. We used the comparative C_T_ (ΔΔC_T_) method to evaluate the expression profiles of the analyzed samples.

### Atf3 knockdown

Reduced Atf3 synthesis was achieved by administration of mRNA blocking Vivo-Morpholino oligonucleotides (Gene Tools, LLC Philomath, OR, USA). Mice (n = 4/group) received three intravenous (i.v.) injections of approximately 25 nmol per day of either Vivo-Morpholino oligonucleotides with a sequence 5′-TGAAGCATCATTTTGCTCCAGTC- 3′ complementary to the ribosome binding site of Atf3 mRNA (Atf3-Morpholino group) or non-binding Vivo-Morpholino standard control with a sequence 5′- CCTCTTACCTCAgTTACAATTTATA- 3′ (control-Morpholino group). One hour after the last Vivo-Morpholino instillation, mice were subjected to ventilation in the presence of 80 ppm H_2_S. Subsequent sample collection and data analysis were performed as described above. As controls, mice were either left breathing synthetic air spontaneously (air control group) or were ventilated with synthetic air for 6 hour (air ventilated group) as described above. Both control groups received equivalent i.v. administration of vehicle (phosphate buffer saline).

### Immunoblotting

The right upper lung lobe was homogenized in 30 mM Tris base solution with complete protease inhibitors (Roche Diagnostics, Germany). Equal amounts of protein samples were separated in 15% SDS-PAGE, blotted onto a polyvinylidene fluoride membrane and immunostained with the following antibodies: Socs3, Atf3 and GADD45a (Abcam, Cambridge, UK). The protein bands were visualized using CDP-star reagent (Applied Biosystems). The chemiluminescence signal was detected by exposure of the membrane to radiographic films (GE Healthcare, Freiburg, Germany). To control protein loading, the membranes were re-stained with an antibody against β-tubulin (Cell Signalling, Beverly, USA). Densitometry analysis was performed with Image J software (Wayne Rasband NIH, USA, http://rsb.info.nih.gov/ij).

### Statistical Analysis

The four analyzed groups included n = 5/group for the microarray and n = 4/group for the Atf3-Morpholino study. All microarray and sqRT-PCR data represent medians, and densitometric analyses of Western blots represent means, ±SEM as indicated. Statistical analyses were performed using one-way ANOVA for multiple-group comparison followed by the Student-Newman-Keuls post hoc test (Sigmastat statistical software; Systat, Inc., Germany). *P*<0.05 was considered significant.

## Results

### Hydrogen sulfide protects against VILI via anti-inflammatory effects

Lung histology and applied VILI score were comparable in animals that were allowed to spontaneously breathe synthetic air, or air with 80 ppm H_2_S (fig. 1 A+B). Animals ventilated with synthetic air showed significant thickening of alveolar walls, increased inflammatory cell infiltrates as well as a higher VILI-Score. In contrast, administration of 80 ppm H_2_S during ventilation abolished histological signs of lung injury. Thus, the VILI score of animals ventilated in the presence of H_2_S was comparable to control animals.

**Figure 1:**
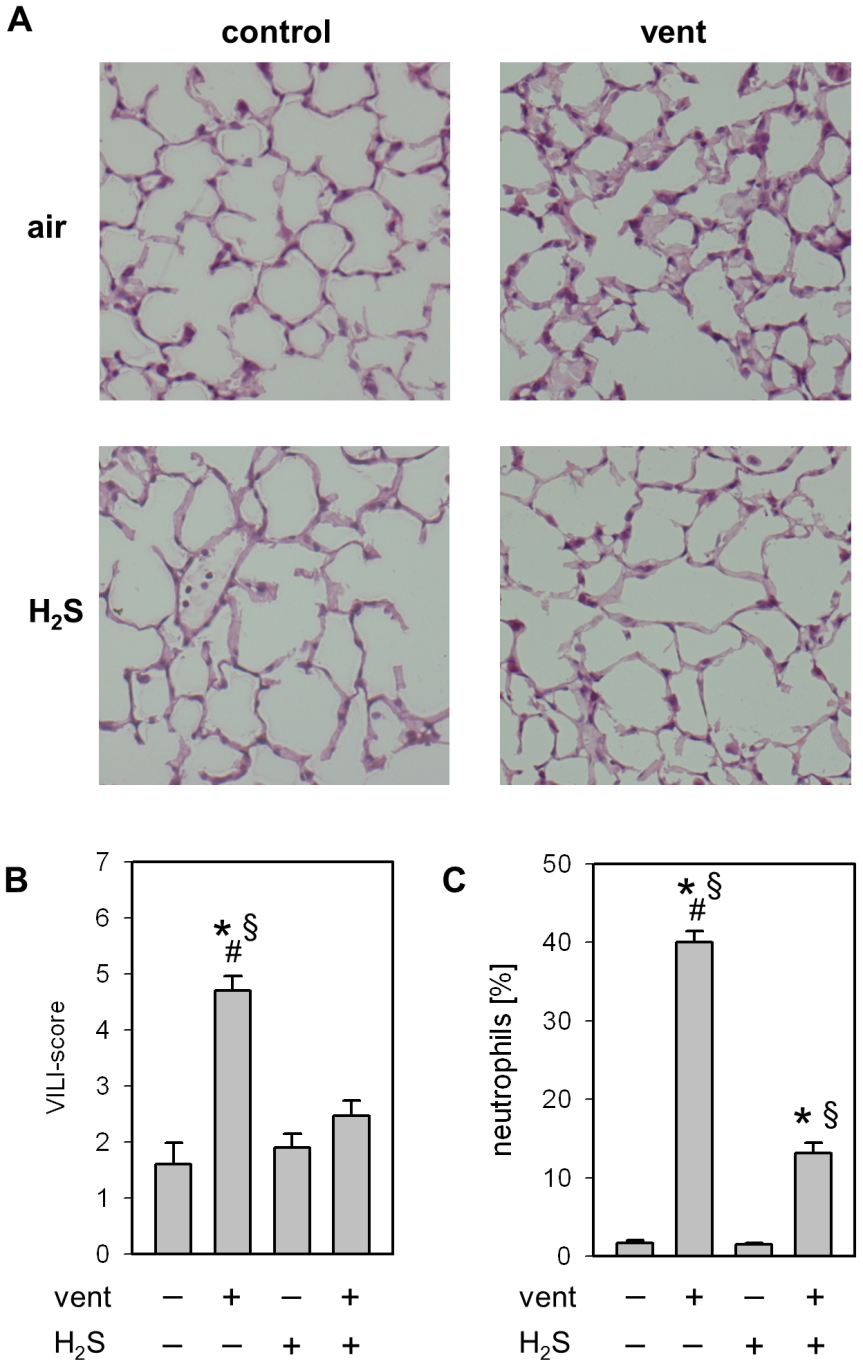
Effect of ventilation and hydrogen sulfide (H_2_S) treatment on lung injury. (A) Representative pictures of H&E stained lung tissue from animals mechanically ventilated (vent)(12 ml/kg, 6 h) in the absence or presence of supplemental H_2_S (80 ppm) and their corresponding non-ventilated controls. (B) Ventilator-induced lung injury (VILI) score was measured from the histology samples and (C) the relative amount of neutrophils was determined by cytospin analysis of BALF. Data represent means ±SEM for n = 5/group. Analysis of variance (Student–Newman–Keuls post hoc test), *P<0.05 vs. control; ^#^P<0.05 vs. H_2_S control; ^§^P<0.05 vs. H_2_S-ventilated group.

With respect to the inflammatory response to mechanical ventilation, the percentage of neutrophil cells in the BALF remained below 2% in spontaneously breathing control groups, irrespective of H_2_S application (fig. 1 C). Ventilation with air increased the neutrophil fraction to 40%, an effect that was abolished in the presence of H_2_S.

### Effect of mechanical ventilation and hydrogen sulfide on gene expression profiles

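Gene expression was measured in the inferior right lung lobe of male C57BL/6N mice, an inbred laboratory strain, on Affymetrix whole-transcript arrays with 1 array per mouse. The 3 groups analysed here hold 5 mice each. Control mice breathed synthetic air spontaneously for 6 h, and the other two groups were ventilated for 6 h at a tidal volume of 12 ml/kg and a PEEP of 2 cmH2O, with synthetic air or with synthetic air containing 80 ppm H2S. The mice that breathed H2S spontaneously are not analysed here. The authors subtracted the background measured on anti-genomic probes, applied quantile normalization between arrays and summarized the probes of each transcript by RMA. The deposited values are intensities on a linear scale for transcript clusters, called probes from here on. The median intensity of an array was 184 to 187 in control mice, 179 to 187 with air ventilation and 179.8 to 185 with H2S ventilation. Across probes, which are not independent replicates, 2 arrays of a group correlated at 0.984 to 0.994. The number of arrays limits the precision of every value.
The intensities were transformed to log2 and tested with limma, with all 15 arrays in 1 fit and 3 comparisons: air ventilation against control, H2S ventilation against control, and H2S against air ventilation. A probe was called at the study's thresholds, a p of at most 0.005, a Benjamini-Hochberg adjusted p of at most 0.1 and a fold change of at least 1.7 between group means of log2 values. Among the probes, 21780 have 1 gene symbol, 1617 have several and 4964 are unnamed here. In addition, 42 lists of genes (pathways, responses and cell type markers) were tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over the lists, and again with the correlation estimated from the data. A list member was counted as higher or lower at an adjusted p under 0.05, with no fold minimum. Counts of list members are therefore not counts of called probes. The lists, the rule for naming genes, the tests and most alternatives were chosen before the data were examined. The study's supplementary tables had been seen by then, so list members that stand in them are not independent evidence of a direction. Other genes named here were chosen after their values were seen. The sample labels carry a running number whose meaning is not given in the sources used here. Numbers 1 to 12 belong to 3 mice of each group and numbers 20 to 28 to 2 mice of each group, and the leading component of the deviations from the group means, with 26.1% of their variance, separated these sets. Between the sets 1775 probes differed at an adjusted p under 0.05.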

Next, we analyzed the gene expression response to spontaneous breathing and mechanical ventilation in the absence or presence of H_2_S (80 ppm). Spontaneous breathing of H_2_S minimally affected the gene expression profile as compared to breathing air alone. The expression of 16 genes was altered in response to H_2_S inhalation (*data not shown*). 

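In lungs ventilated with air, Doc2b, a calcium sensor of vesicle fusion, rose by a log2 fold change of 1.98 (SE 0.25, adjusted p = 0.00104) relative to control. Fkbp5, a cochaperone of the glucocorticoid receptor, rose by 1.49 (SE 0.16, adjusted p = 0.00104), and Tat, the tyrosine aminotransferase induced by glucocorticoids, by 1.49 (SE 0.20, adjusted p = 0.0015). Spon2, a secreted matrix protein, changed by -1.80 (SE 0.22, adjusted p = 0.00104), Gfra2, a receptor of the neurturin pathway, by -1.61 (SE 0.21, adjusted p = 0.00124), and Aplnr, the apelin receptor of endothelial cells, by -1.55 (SE 0.27, adjusted p = 0.00537). Of 21 glucocorticoid-induced genes, 15 were higher with air, 0 were lower and 6 did not pass the test (17 higher when adjusted over the list alone; camera adjusted p = 4.63e-23, adjusted p = 0.0487 with an estimated correlation). Of these, 12 stand in the study's tables and are not independent evidence.
Of 19 B cell markers, 18 were lower with air and 1 did not pass (19 lower when adjusted over the list alone; camera adjusted p = 4.97e-27), and 19 were lower with H2S (camera adjusted p = 1.29e-21). The camera calls did not hold with an estimated correlation (adjusted p = 0.0889 with an estimated correlation for air and 0.0538 for H2S), and 18 of the markers stand in the study's tables. In exact permutation tests of the list mean, B cell markers were lower with air (adjusted p = 0.0303) and with H2S (adjusted p = 0.0196). With each gas the list mean of all 5 ventilated mice lay below that of every control mouse. Ms4a1, the gene of CD20, changed by -1.82 (SE 0.33, adjusted p = 0.00684) with air and by -1.88 (SE 0.33, adjusted p = 0.00267) with H2S. Cd79a, a chain of the B cell receptor, changed by -1.67 (SE 0.32, adjusted p = 0.00878) and -1.86 (SE 0.32, adjusted p = 0.00229).
In all, 272 probes were called with air, 97 higher and 175 lower, and 410 with H2S, 186 higher and 224 lower. Counted as genes with 1 symbol, 82 were higher and 84 lower with air, and 159 higher and 107 lower with H2S. Most of the surplus of lower probes comes from Hmcn1, a gene with many probes. Over all probes, called or not, every ventilated mouse lay on the same side of every control mouse in 1574 with air and 2327 with H2S, which chance gives for 0.794% of probes. In the air-ventilated mouse labelled 34_22, Fkbp5 was at an intensity of 1430 against a median of 2010 in the other air-ventilated mice, and Spon2 at 264 against 117. With only the 2 mice per group numbered 20 to 28, limma called 0 probes with air (1792 at an unadjusted p under 0.05, 164 called by CyberT, the Bayes-regularised test of the study) and 9 with H2S (3182 and 387). In those mice the log2 fold changes with air were 1.25 for Doc2b, 0.97 for Fkbp5, 1.00 for Tat and -1.14 for Spon2. They were -0.87 for Gfra2, -0.84 for Aplnr, -1.12 for Ms4a1 and -1.18 for Cd79a. With H2S, Ms4a1 was at -1.56 and Cd79a at -1.71. None of these values was called. The genes kept their calls in the mice numbered 1 to 12.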

Mechanical ventilation substantially altered the gene expression pattern relative to controls. As depicted in the Venn diagram (fig. 2 A), 452 genes were differentially expressed. 

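The probes called in at least 1 of the comparisons with control numbered 444, of which 202 were higher and 242 lower, and the probes with 1 gene symbol among them name 294 genes. Hmcn1, the gene of the basement membrane protein hemicentin 1, is measured by many probes and gave 74 of the 272 probes called with air and 75 of the 410 with H2S, all lower, so the numbers of lower probes are not numbers of genes. Its probe with the highest mean intensity changed by a log2 fold change of -0.95 (SE 0.18, adjusted p = 0.00712) with air and -1.10 (SE 0.18, adjusted p = 0.00139) with H2S. Lox, which crosslinks collagen and elastin, rose by 1.27 (SE 0.18, adjusted p = 0.00183) and 1.35 (SE 0.18, adjusted p = 0.000399). Clca3a1, a calcium-activated chloride channel regulator, rose by 1.51 (SE 0.20, adjusted p = 0.00145) with air. In the mice numbered 20 to 28 alone Clca3a1 was at 1.01 with air and not called (adjusted p = 0.783).
Of 17 genes of the circadian clock, 6 were higher with air, 1 was lower and 10 did not pass (12 higher and 1 lower when adjusted over the list alone; camera adjusted p = 8.39e-09, adjusted p = 0.0889 with an estimated correlation). With H2S, 12 were higher and 1 was lower (15 and 1 when adjusted over the list alone; camera adjusted p = 7.73e-12, 0.0241 with an estimated correlation). The lower gene, Arntl, which encodes the activator BMAL1 and was named after its values were seen, changed by -1.22 (SE 0.27, adjusted p = 0.0177) with air and by -1.11 (SE 0.27, adjusted p = 0.0181) with H2S. Per2, a repressor of the clock, rose by 1.29 (SE 0.22, adjusted p = 0.00504) and 1.35 (SE 0.22, adjusted p = 0.00159). Of the list, 8 genes stand in the study's tables. In the H2S-ventilated mouse labelled 4_8, Clca3a1 was at an intensity of 162 against a median of 202 in the other H2S-ventilated mice.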

All genes were distributed among three groups: (1) 55 genes were specifically regulated by ventilation in the absence of H_2_S (fig. 2, table S1). 

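With air alone called, 34 probes were past the thresholds, 16 higher and 18 lower, naming 30 genes. Per3, a repressor of the circadian clock, rose with air by 1.05 (SE 0.21, adjusted p = 0.00972), and its value with H2S was 0.75 (SE 0.21, adjusted p = 0.0359). Cxcl12, a chemokine of stromal cells, changed by -0.90 (SE 0.15, adjusted p = 0.00402) with air and -0.68 (SE 0.15, adjusted p = 0.00884) with H2S. Alb, the gene of serum albumin, changed by -1.16 (SE 0.28, adjusted p = 0.03) with air, against -0.73 (SE 0.28, adjusted p = 0.137) with H2S, and Ms4a4c, expressed by monocytes, by -1.43 (SE 0.40, adjusted p = 0.0656) against -1.27 (SE 0.40, adjusted p = 0.0641). Of these 34 probes, 32 missed the fold minimum with H2S and 15 missed the p or FDR threshold there, while all 34 had the same sign with H2S and 18 were at an adjusted p under 0.05.
In the direct comparison of H2S with air ventilation, 0 of the 34 were at an adjusted p under 0.05 by limma, 7 at an unadjusted p under 0.05 and 0 by CyberT. Per3 differed by -0.30 (SE 0.21, adjusted p = 0.997), Alb by 0.43 (SE 0.28, adjusted p = 0.997) and Cxcl12 by 0.22 (SE 0.15, adjusted p = 0.997) between the ventilated groups. The count of 34 was 64 with array weights, 53 with the fold taken from group medians and 73 without the air-ventilated mouse labelled 34_22. With the control mice kept and the ventilated mice regrouped by chance, the median count was 70, so chance is not excluded for the 34.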

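Hspa1a, an inducible HSP70 chaperone, rose with H2S ventilation by 3.21 (SE 0.38, adjusted p = 0.000214) relative to control, and Ppargc1a, a coactivator of mitochondrial biogenesis, by 2.33 (SE 0.18, adjusted p = 4.67e-06) at 1 of its probes. Ptgs2, the inducible cyclooxygenase, rose by 1.96 (SE 0.19, adjusted p = 3.59e-05) and Plk3, a stress-responsive kinase, by 1.64 (SE 0.10, adjusted p = 1.2e-06). With air the same genes were at 0.35 (SE 0.38, adjusted p = 0.815), 0.11 (SE 0.18, adjusted p = 0.908), 0.31 (SE 0.19, adjusted p = 0.53) and 0.49 (SE 0.10, adjusted p = 0.0148). In the direct comparison of H2S with air, Hspa1a was higher with H2S by 2.87 (SE 0.38, adjusted p = 0.00327) and Ppargc1a by 2.22 (SE 0.18, adjusted p = 2.8e-05). The difference was 1.65 (SE 0.19, adjusted p = 0.000638) for Ptgs2 and 1.15 (SE 0.10, adjusted p = 7e-05) for Plk3. Depp1, a regulator of autophagy, differed by 1.37 (SE 0.17, adjusted p = 0.00181), and Dnajb1, an HSP40 cochaperone, by 1.11 (SE 0.15, adjusted p = 0.00584). Noct, a circadian deadenylase family member, was higher by 1.08 (SE 0.15, adjusted p = 0.00635) and Osgin1, an oxidative stress response gene, by 1.34 (SE 0.25, adjusted p = 0.0564).
In the mice numbered 1 to 12 alone, the direct difference was not called for Depp1 (adjusted p = 0.104, with a difference no smaller than over all mice), Dnajb1 (0.91, adjusted p = 0.299) or Osgin1 (1.02, adjusted p = 0.299). In the mice numbered 20 to 28 it was not called for Depp1 (1.31, adjusted p = 0.802), Dnajb1 (1.41, adjusted p = 0.715) or Osgin1 (1.82, adjusted p = 0.29). Nor was it for Noct (0.91), Plk3 (1.28), Ppargc1a probe 10529979 (1.74) or Ptgs2 (2.18), while Hspa1a kept its call in both sets.
Probes called with H2S and not with air numbered 172, 105 higher and 67 lower, naming 133 genes. With air, 150 of them missed the fold minimum and 104 the p or FDR threshold, and 52 were at an adjusted p under 0.05, all 172 with the same sign as with H2S. Directly between the ventilated groups, 15 of the 172 differed at an adjusted p under 0.05 and 16 were called, with 95 at an unadjusted p under 0.05; CyberT gave 52 and 31. Over all probes, 17 were called between the ventilated groups and all 17 were higher with H2S.
The count of 172 was 279 without the H2S-ventilated mouse labelled 15_20. Of 100 groupings of the ventilated mice with the control mice kept, 18 gave a count as large, the real one included, so chance is not excluded for it. The 17 became 45 with CyberT, 35 without the air-ventilated mouse labelled 11_6 and 26 without H2S mouse 15_20, and were 22 with the number sets as a block, 11 in the 1 to 12 mice and 2 in the 20 to 28 mice. Osgin1 lost its call when only the 2 groups were compared (1.34, adjusted p = 0.176) and without air-ventilated mouse 12_10, 34_22 or 6_2 or H2S-ventilated mouse 27_28 or 4_8, at log2 fold changes of 1.14 to 1.37 and adjusted p values of 0.107 to 0.201.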

(2) 210 genes were specifically regulated by ventilation in the presence of H_2_S (fig. 2, table S2). (3) In the intersection of these groups, 187 genes were regulated by ventilation irrespective of the presence or absence of H_2_S (fig. 2, table S3). 

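In both comparisons 238 probes were called, 81 higher and 157 lower, with 137 genes named among them, and Hmcn1 accounted for 73 of the lower probes. The balance of higher and lower probes is therefore not a balance of genes. Besides Doc2b and Spon2, the genes called in both included Fkbp5 at 1.56 (SE 0.16, adjusted p = 6.67e-05), Tat at 1.54 (SE 0.20, adjusted p = 0.000399) and Aplnr at -1.75 (SE 0.27, adjusted p = 0.00118) with H2S. Retnlg, a resistin-like gene of neutrophils, rose by 1.15 (SE 0.17, adjusted p = 0.00267) with air and 1.23 (SE 0.17, adjusted p = 0.000618) with H2S.
Both comparisons use the same 5 control mice, so they share chance values. Across probes the log2 fold changes with air and with H2S correlated at 0.81, against 0.50 in 50 simulated sets of unchanged groups compared with these controls. Their covariance was 0.0428 against 0.0092 simulated, a difference of 0.0336. Among all probes, 75.9% had the same sign, against 66.7% simulated. The simulated sets shared 0 calls, and independent lists of these lengths would share 0.636 higher and 1.38 lower probes. With the controls split into 3 and 2 mice, over 20 splits, the median overlap was 160.5 probes (15 to 192) and the median correlation 0.50. Comparisons with split controls share no control mice, so the simulated correlation of 0.50 is not their value for unchanged groups. No such value is given here. Their median covariance was 0.0321 (0.0256 to 0.0390), beside the difference of 0.0336 given above.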

None of the genes found to be differentially expressed in both ventilated groups were counter-regulated.

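None of the 238 probes had opposite signs, so the count of counter-regulated probes was 0. Fkbp5 differed between H2S and air by 0.07 (SE 0.16, adjusted p = 0.997), Tat by 0.05 (SE 0.20, adjusted p = 0.997) and Ms4a1 by -0.06 (SE 0.33, adjusted p = 0.997), and Aplnr by -0.20 (SE 0.27, adjusted p = 0.997). In the direct comparison, limma found 0 of the 238 at an adjusted p under 0.05, with 12 at an unadjusted p under 0.05, and CyberT found 6 at an adjusted p under 0.05 and called 2.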

**Figure 2:**
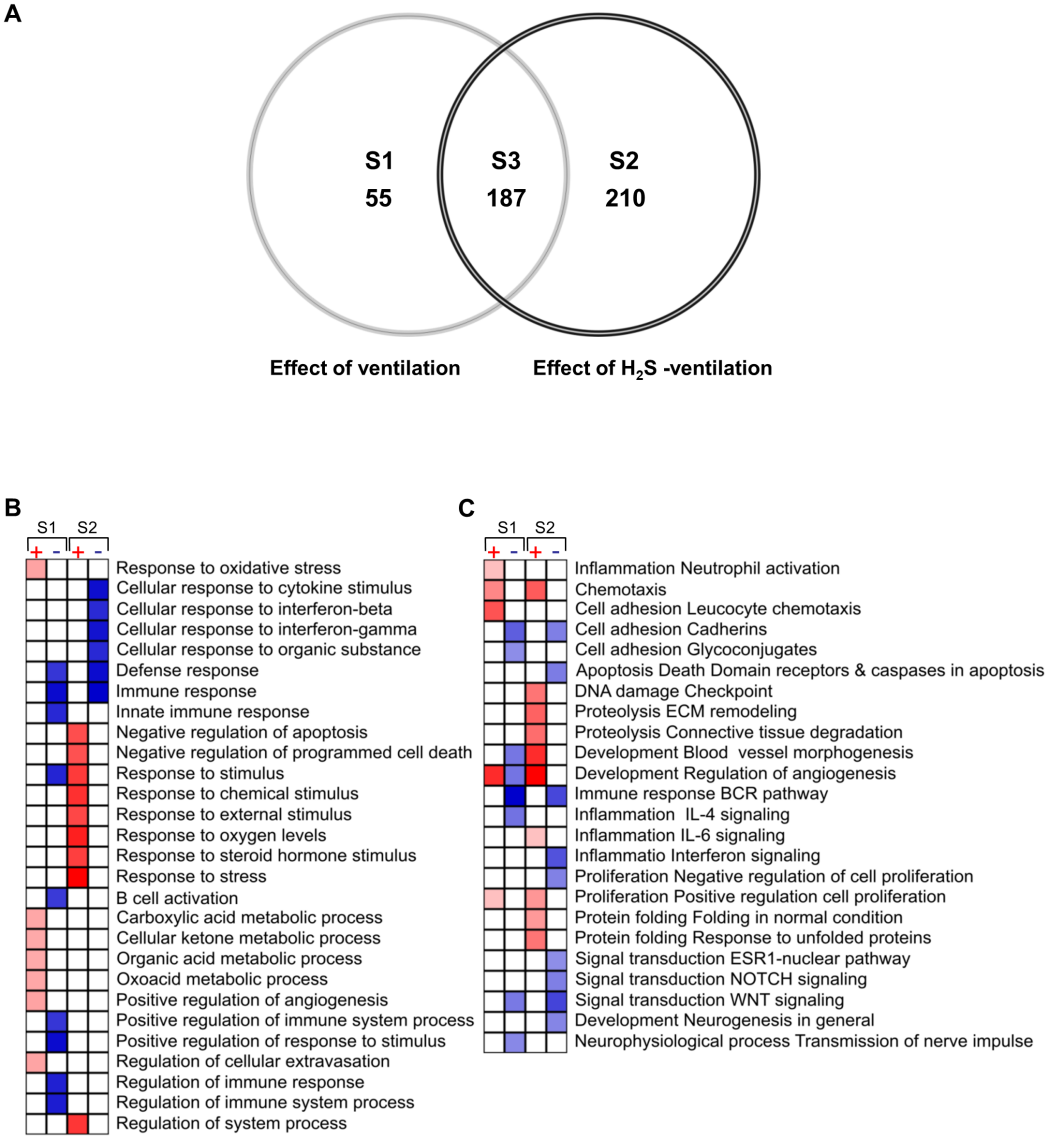
Venn diagram (A) showing the intersections between the lists of differentially regulated genes in response to 6 h mechanical ventilation (effect of ventilation, S1), mechanical ventilation with supplemented H_2_S (effect of H_2_S ventilation, S2) and, genes found differentially regulated in both groups (S3). The lists of effect-specific and intersection genes are shown in supplementary tables S1 to S3. Only genes with statistical relevance after unpaired Bayer T-test p≤0.005, false discovery rate (FDR) ≤10% and effect size ≥1.7 were included in the diagram (created using Genedata Analyst 2.2.6b software). Gene enrichment analysis (GEA) (B+C) of significant genes induced during mechanical ventilation (S1) and mechanical ventilation with H_2_S (S2). Effect size was transformed to log2 ratio prior GEA performed with the MetaCore software. Only significant events, p<0.02, FDR<15% and including minimum of 5 genes GO processes (B) and GO processes networks (C) are shown. Shades of red (up-regulated) and blue (down-regulated) coded the degree of significance of the corresponding annotation.

In the mechanical ventilation group, we detected a number of differentially regulated genes that were previously reported [10]–[14], [16]. Among these, we found genes involved in regulation of inflammation, stress response, tissue remodeling, transcription factors, molecular transport, kinases and phosphatases. These genes were up- or down-regulated in response to mechanical ventilation independently of H_2_S application (see tables S1, S2, S3).

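Among immediate early genes, mostly transcription factors, 4 of 23 were higher with air and 0 lower (8 higher when adjusted over the list alone; camera adjusted p = 7.84e-05, adjusted p = 0.266 with an estimated correlation). These were Maff at 1.00 (SE 0.17, adjusted p = 0.00522), Jun at 0.39 (SE 0.08, adjusted p = 0.00945), Klf6, a zinc finger factor, and Ccn2, a matricellular protein. Of 16 p53 targets, 6 were higher and 0 lower (10 when adjusted over the list alone; camera adjusted p = 2.66e-06, 0.0487 with an estimated correlation). Perp, a desmosome protein, was at 0.76 (SE 0.11, adjusted p = 0.00256) and Trp53inp1 at 0.77 (SE 0.13, adjusted p = 0.00409). Of the regulators that restrain inflammation, 3 of 18 were higher and 1 was lower (4 and 1 when adjusted over the list alone; camera adjusted p = 0.0121, adjusted p = 0.266 with an estimated correlation). Il1r2, a decoy receptor for interleukin 1, rose by 1.27 (SE 0.24, adjusted p = 0.00782) and Tnfaip3, an inhibitor of NF-kB signalling, was at -0.44 (SE 0.08, adjusted p = 0.00749). Of 25 pro-inflammatory cytokines and chemokines, 1 was higher, Il1f9 of the interleukin 1 family at 0.94 (SE 0.18, adjusted p = 0.00945), and 24 did not pass (2 higher when adjusted over the list alone; camera adjusted p = 0.924). Slc7a5, an amino acid transporter, rose by 0.91 (SE 0.23, adjusted p = 0.037), and Sphk1, sphingosine kinase 1, by 1.00 (SE 0.15, adjusted p = 0.00235). Of the 23, 16, 18 and 25 genes of these lists, 9, 5, 4 and 4 stand in the study's tables.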

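Maff rose by 1.81 (SE 0.17, adjusted p = 4.01e-05) with H2S and Perp by 0.73 (SE 0.11, adjusted p = 0.00111). The 14 immediate early genes higher with H2S (0 lower, 19 higher when adjusted over the list alone; camera adjusted p = 2.97e-18, 0.023 with an estimated correlation) included Jun at 0.60 (SE 0.08, adjusted p = 0.000325) and Myc at 1.34 (SE 0.17, adjusted p = 0.000262), which was at 0.53 (SE 0.17, adjusted p = 0.107) with air. Of the p53 targets, 8 were higher with H2S and 0 lower (10 when adjusted over the list alone; camera adjusted p = 2.13e-09, 0.0177 with an estimated correlation).
Directly between H2S and air, 1 of 23 immediate early genes was higher (16 when adjusted over the list alone; camera adjusted p = 1.04e-23, 0.0232 with an estimated correlation), and this was Atf3. Of p53 targets, 2 were higher, Plk3 and Gadd45a (7 when adjusted over the list alone; camera adjusted p = 6.85e-06, 0.0322 with an estimated correlation). For the circadian and glucocorticoid lists 0 members passed (3 and 1 when adjusted over the list alone), with camera adjusted p values of 0.000783 and 0.000949 that were lost with an estimated correlation (adjusted p = 0.27 and 0.478 with an estimated correlation). The glucocorticoid value became 0.185 without the air-ventilated mouse labelled 34_22.

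**Figure D1:**
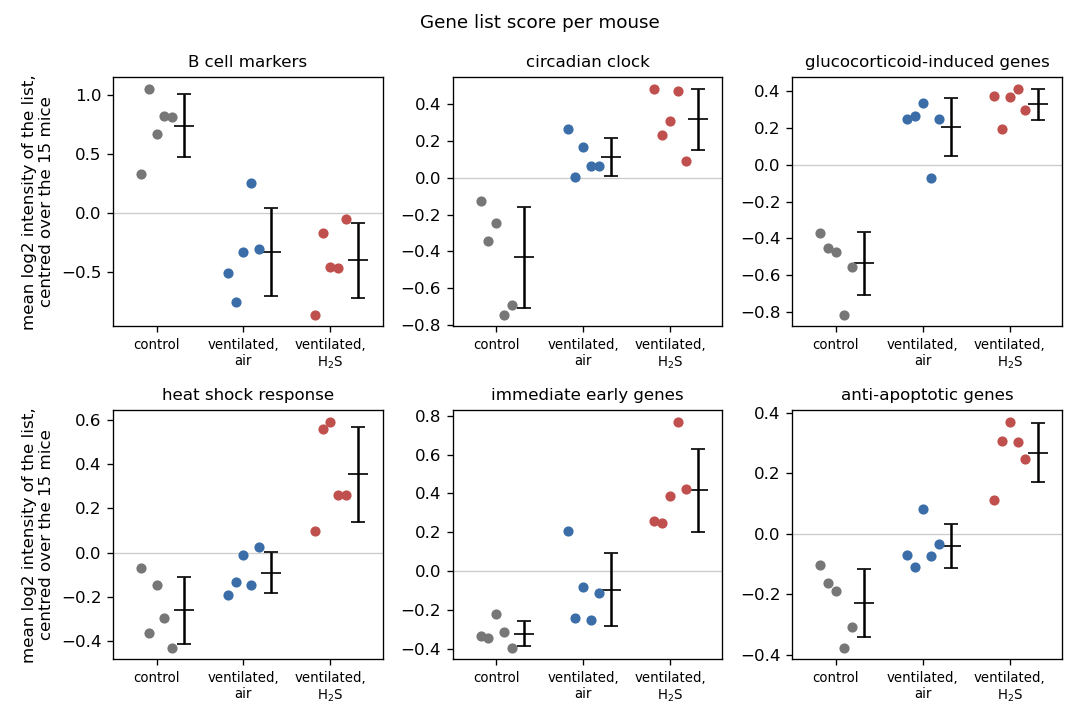
Mean log2 intensity of 6 gene lists in each of the 15 mice, centred on the mean over all mice (y axis, log2), by group (control, air ventilated, H2S ventilated). Points are mice and bars are the mean ± SD. The B cell marker points of the ventilated mice all lie below those of control mice, and the group means differ by about 1 log2 unit.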

### Effect of mechanical ventilation and hydrogen sulfide on gene ontology processes and networks

As described above, spontaneous breathing of H_2_S altered a very limited number of genes, too small for grouping and gene enrichment analysis (GEA). Therefore, we focused on analysis of the two ventilated groups. 

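Of the 42 gene lists, 25 passed an adjusted p of 0.05 with air, 13 up and 12 down, and 25 with H2S, 15 up and 10 down. With an estimated correlation 2 lists passed with air and 10 with H2S. In exact permutation tests of the list mean, the B cell, clock, Nrf2, hypoxia, endothelial, fibroblast and structural matrix lists passed with air (adjusted p = 0.0303 each). Others that passed camera with air did not, among them immediate early genes (adjusted p = 0.0625), Atf4 targets (0.0625), neutrophil markers (0.074) and heat shock genes (0.116). At the preset correlation, the 23 lists that passed in both all moved in the same direction. Those that passed only with air were the unfolded protein response, 4 lower and 0 higher of 17 (camera adjusted p = 0.0197, adjusted p = 0.435 with an estimated correlation) and the Wnt pathway. In the latter 5 were lower and 1 was higher of 23 (camera adjusted p = 0.0204, adjusted p = 0.332 with an estimated correlation). The first was lost without control mouse 12_21 (0.0768) or 5_1 (0.0545) or air-ventilated mouse 11_6 (0.0629), and the Wnt pathway without control mouse 5_1 (0.0545) or air-ventilated mouse 6_2 (0.0528). In these, Calr, the chaperone calreticulin, changed by -0.31 (SE 0.07, adjusted p = 0.0208) with air and -0.36 (SE 0.07, adjusted p = 0.00474) with H2S, and Wnt2, a ligand of lung mesenchyme, by -0.95 (SE 0.14, adjusted p = 0.00267) and -1.05 (SE 0.14, adjusted p = 0.000518). With H2S the first list had 2 higher and 4 lower members and the Wnt pathway 3 and 6. In exact permutation tests of the list mean, the Wnt pathway was lower with air (adjusted p = 0.0477) and with H2S (adjusted p = 0.0196). The unfolded protein response passed that test with neither gas (adjusted p = 0.147 and 0.398), so by it neither list passed only with air. The lists that passed camera only with H2S were alveolar macrophage markers, 4 higher of 14 (camera adjusted p = 0.00388, adjusted p = 0.199 with an estimated correlation), and pro-inflammatory cytokines and chemokines. Of 25 such cytokines and chemokines, 4 were higher (camera adjusted p = 0.00152, adjusted p = 0.245 with an estimated correlation). In the exact permutation tests, alveolar macrophage markers passed only with H2S (adjusted p = 0.0351, and 0.583 with air). The cytokines and chemokines passed that test with neither gas (adjusted p = 0.0605 with H2S and 0.992 with air). Mrc1, a macrophage mannose receptor, rose by 0.53 (SE 0.07, adjusted p = 0.000593) with H2S and 0.37 (SE 0.07, adjusted p = 0.0108) with air. Of the 2 lists only with air, 0 passed the direct H2S against air test, and of the 2 lists only with H2S, 2 did, at the preset correlation alone (adjusted p = 0.0777 and 0.0801 with an estimated correlation).
In the direct comparison, 14 lists passed, all higher with H2S, of which 4 passed with an estimated correlation. In other splits of the same mice into groups of 5, the median number of lists passing was 12, so chance is not excluded for the 14. That median was 13 in each comparison with control, and the highest other count was 24 for air and 26 for H2S, against 25 and 25.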

GEA showed that most of the gene ontology (GO) processes and GO process networks were specific for either the air–ventilated or the H_2_S–ventilated group. Mechanical ventilation favoured expression of genes involved in GO processes such as oxidative stress and metabolic processes (fig. 2 B). In contrast, ventilation with H_2_S activated processes involved in negative regulation of cell death and apoptosis, and response to environmental stimuli, (*e.g.*, chemical, oxygen levels, steroid hormones and stress).

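Of 27 targets of Nrf2, the transcription factor of the oxidative stress response, 10 were higher with air and 0 lower (16 when adjusted over the list alone; camera adjusted p = 9.9e-12, adjusted p = 0.0889 with an estimated correlation). Txnrd1, a thioredoxin reductase, rose by 0.60 (SE 0.10, adjusted p = 0.00402), and Gclm, a subunit of the enzyme that begins glutathione synthesis, by 0.76 (SE 0.13, adjusted p = 0.00504). With H2S, 16 were higher and 0 lower (19 when adjusted over the list alone; camera adjusted p = 1.01e-15, 0.0327 with an estimated correlation), with Txnrd1 at 0.84 (SE 0.10, adjusted p = 0.000206) and Gclm at 0.85 (SE 0.13, adjusted p = 0.00116). Slc7a11, a cystine transporter, rose by 2.40 (SE 0.48, adjusted p = 0.00523) with H2S and was at 1.84 (SE 0.48, adjusted p = 0.0445) with air. In the mice numbered 20 to 28 it was at 1.97 with H2S and not called (adjusted p = 0.29). The direct comparison gave 0 members past the test (5 when adjusted over the list alone; camera adjusted p = 5.51e-07, adjusted p = 0.213 with an estimated correlation). Osgin1, a member called above at the study's thresholds (adjusted p = 0.0564), did not reach the 0.05 used for list members. Of these targets, 12 stand in the study's tables.
Other antioxidant enzymes gave 0 of 14 higher or lower with air (camera adjusted p = 0.385) and 0 with H2S (0.982), and the subunits of respiratory complex IV gave 0 of 11 with air (0.924) and 0 with H2S (0.906). No general list of metabolic genes was tested. Pdk4, a member of the glucocorticoid-induced list that restrains pyruvate oxidation, rose by 1.29 (SE 0.19, adjusted p = 0.00235) with air and 1.44 (SE 0.19, adjusted p = 0.000381) with H2S. Lpin1, a phosphatidate phosphatase of the same list, rose by 0.91 (SE 0.12, adjusted p = 0.00121) and 0.80 (SE 0.12, adjusted p = 0.000916).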

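Of 24 anti-apoptotic genes, 12 were higher with H2S and 1 was lower (13 and 3 when adjusted over the list alone; camera adjusted p = 3.93e-07, 0.023 with an estimated correlation). With air, 4 were higher and 2 lower (7 and 2; camera adjusted p = 0.00268, adjusted p = 0.169 with an estimated correlation). Hmox1, the heme oxygenase, rose with H2S by 1.61 (SE 0.33, adjusted p = 0.00589) and was at 0.80 (SE 0.33, adjusted p = 0.25) with air. Bcl2l1, a Bcl-2 family member, rose by 0.57 (SE 0.09, adjusted p = 0.00147) with H2S and 0.53 (SE 0.09, adjusted p = 0.00522) with air. Of 18 pro-apoptotic genes, 2 were higher with H2S and 1 lower (camera adjusted p = 0.129), and 3 and 1 with air (camera adjusted p = 0.677). The lower gene, Tnfsf10, the ligand TRAIL, was named after its values were seen and was at -1.53 (SE 0.27, adjusted p = 0.00244) with H2S and -1.24 (SE 0.27, adjusted p = 0.016) with air. Bnip3, a mitophagy receptor induced by hypoxia, rose by 1.23 (SE 0.16, adjusted p = 0.000426) and 0.99 (SE 0.16, adjusted p = 0.00412).
Of 24 hypoxia genes, 12 were higher with H2S and 0 lower (18 and 1 when adjusted over the list alone; camera adjusted p = 2.14e-13, 0.045 with an estimated correlation). With air, 5 were higher and 1 lower (8 and 1; camera adjusted p = 2.73e-06, adjusted p = 0.254 with an estimated correlation). Of 18 heat shock genes, 7 were higher with H2S (13 when adjusted over the list alone; camera adjusted p = 5.13e-08, adjusted p = 0.0938 with an estimated correlation) and 1 with air (camera adjusted p = 0.0291, adjusted p = 0.501 with an estimated correlation). With air the heat shock call was lost without control mouse 13_25 (adjusted p = 0.118) or 6_5 (0.0934) and without air-ventilated mouse 35_26 (0.0818) or 6_2 (0.0855). Of 21 glucocorticoid-induced genes, 17 were higher with H2S and 0 lower (21 when adjusted over the list alone; camera adjusted p = 2.46e-23, 0.023 with an estimated correlation), with Mt1, metallothionein 1, at 1.54 (SE 0.17, adjusted p = 0.000117) and, with air, 0.89 (SE 0.17, adjusted p = 0.00792). Of 19 targets of Atf4, the factor of the integrated stress response, 12 were higher with H2S (16 when adjusted over the list alone; camera adjusted p = 1.92e-13, 0.0302 with an estimated correlation). With air, 4 were higher (8; camera adjusted p = 2.66e-06, adjusted p = 0.191 with an estimated correlation).
Between H2S and air, 0 of the hypoxia genes passed (7 higher when adjusted over the list alone; camera adjusted p = 7.07e-11, adjusted p = 0.0801 with an estimated correlation). Heat shock genes gave 2 higher, Hspa1a and Dnajb1 (8; 2.24e-11, adjusted p = 0.0571 with an estimated correlation). Atf4 targets gave 2 higher, Atf3 and Chac1 (6; 7.07e-11, adjusted p = 0.0571 with an estimated correlation), and Chac1, a glutathione-degrading enzyme, differed by 0.88 (SE 0.15, adjusted p = 0.0317).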

Analysis of the GO process networks (fig. 2 C) revealed further physiological events and pathway activation in response to mechanical ventilation with or without H_2_S. For example, inflammation induced by ventilation with air appeared to be associated with neutrophil cell activation, enhanced leukocyte adhesion, and chemotaxis. Furthermore, ventilation with H_2_S promoted remodeling of the extracellular matrix (ECM) and connective tissue degradation as compared to ventilation alone. 

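Of 19 neutrophil markers, 4 were higher with air and 0 lower (5 when adjusted over the list alone; camera adjusted p = 0.000398, adjusted p = 0.266 with an estimated correlation). They were Mmp8, Retnlg, Il1r2 and Lcn2, the iron-binding protein lipocalin 2, at 0.38 (SE 0.10, adjusted p = 0.0411). With H2S, 5 were higher and 0 lower (7 when adjusted over the list alone; camera adjusted p = 0.000267, adjusted p = 0.242 with an estimated correlation). Lcn2 was then at 0.57 (SE 0.10, adjusted p = 0.00205) and Cxcr2, a chemokine receptor of neutrophils, at 0.70 (SE 0.21, adjusted p = 0.0461), with 0.63 (SE 0.21, adjusted p = 0.123) for air. Directly, 0 members differed between H2S and air (camera adjusted p = 0.296), and Lcn2 differed by 0.19 (SE 0.10, adjusted p = 0.912). Of 18 leukocyte adhesion and chemotaxis receptors, 2 were lower with air and 0 higher (1 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.0659). These were Vcam1, an endothelial adhesion molecule, at -0.38 (SE 0.08, adjusted p = 0.0124), and Cxcr4, a chemokine receptor, at -0.43 (SE 0.11, adjusted p = 0.0487). In H2S-ventilated lungs they were at -0.21 (SE 0.08, adjusted p = 0.133) and -0.66 (SE 0.11, adjusted p = 0.00213). With H2S, 1 was higher and 2 were lower (3 and 5 when adjusted over the list alone; camera adjusted p = 0.35), and the direct comparison gave 0 past the test (camera adjusted p = 0.423). Of the 25 pro-inflammatory cytokines and chemokines, 0 differed directly between H2S and air (4 higher and 1 lower when adjusted over the list alone; camera adjusted p = 3.63e-07, adjusted p = 0.0801 with an estimated correlation). Of these lists, 7 neutrophil markers and 3 receptors stand in the study's tables.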

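Among matrix proteases and their inhibitors, 9 of 23 were higher with H2S and 2 lower (12 and 2 when adjusted over the list alone; camera adjusted p = 1.51e-05, 0.045 with an estimated correlation). Plat, the tissue plasminogen activator, rose by 1.09 (SE 0.16, adjusted p = 0.000984), Timp3, an inhibitor of metalloproteinases, by 0.55 (SE 0.08, adjusted p = 0.000548), and Plaur, the urokinase receptor, by 0.78 (SE 0.12, adjusted p = 0.00119). With air Plaur was at 0.34 (SE 0.12, adjusted p = 0.175). With air, 4 were higher and 2 lower (7 and 2 when adjusted over the list alone; camera adjusted p = 0.0312, adjusted p = 0.319 with an estimated correlation). Timp3 rose by 0.44 (SE 0.08, adjusted p = 0.00522) with air, and Plat was at 0.61 (SE 0.16, adjusted p = 0.0516). The lower genes, named after their values were seen, were Mmp11 at -0.89 (SE 0.16, adjusted p = 0.00315) and Mmp12, a macrophage elastase, at -0.31 (SE 0.09, adjusted p = 0.039) with H2S. Of these genes, 8 stand in the study's tables. Between H2S and air, 0 members passed (5 higher when adjusted over the list alone; camera adjusted p = 4.9e-06, adjusted p = 0.0571 with an estimated correlation). The list's air call was lost without the control mouse labelled 7_9 (adjusted p = 0.0533) and without the air-ventilated mouse labelled 35_26 (0.0974), and with the mean of the probes of a gene (0.065). Of 23 structural matrix proteins, 3 were lower with air, Hmcn1, Col6a3 and Tnc (4 when adjusted over the list alone; camera adjusted p = 1.89e-06, adjusted p = 0.254 with an estimated correlation). With H2S, 4 were lower (5; camera adjusted p = 0.00318, adjusted p = 0.383 with an estimated correlation). Their direct comparison gave a camera adjusted p of 0.138. Fibroblast and mural cell markers were lower as well, with a mean log2 fold change of -0.33 with air and -0.30 with H2S. The means for the structural matrix proteins were -0.27 and -0.21. Whether these changes go together was not tested.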

Finally, mechanical ventilation with air induced both up- and down-regulation of processes involved in development and control of angiogenesis, whereas ventilation with H_2_S contributed only to activation of angiogenesis control and blood vessel development.

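Of 32 angiogenesis genes, 4 were higher and 11 lower with air (6 and 12 when adjusted over the list alone; camera adjusted p = 0.0895), and 8 higher and 10 lower with H2S (9 and 12; camera adjusted p = 0.245). Kdr, the VEGF receptor 2, changed by -0.58 (SE 0.11, adjusted p = 0.00952) with air and -0.83 (SE 0.11, adjusted p = 0.000553) with H2S. Ccbe1, a lymphatic growth factor cofactor, rose by 1.00 (SE 0.12, adjusted p = 0.00104) and 0.83 (SE 0.12, adjusted p = 0.000876), and Pgf, placental growth factor, by 0.60 (SE 0.13, adjusted p = 0.0167) and 0.95 (SE 0.13, adjusted p = 0.000553). Adm, the vasodilator adrenomedullin, was at 0.65 (SE 0.21, adjusted p = 0.111) with air and 0.89 (SE 0.21, adjusted p = 0.0137) with H2S, and Edn1, endothelin 1, at 0.23 (SE 0.25, adjusted p = 0.817) and 1.02 (SE 0.25, adjusted p = 0.018). Directly, 0 of the 32 differed between H2S and air (camera adjusted p = 0.821), with Kdr at -0.25 (SE 0.11, adjusted p = 0.855). Of these genes, 12 stand in the study's tables. Of 18 endothelial markers, 4 were lower with air and 0 higher (7 lower and 1 higher when adjusted over the list alone; camera adjusted p = 0.000417, adjusted p = 0.191 with an estimated correlation). With H2S, 1 was higher and 5 were lower (2 and 5; camera adjusted p = 0.00966, adjusted p = 0.248 with an estimated correlation; 0.0511 without control mouse 5_1). Gja5, the connexin 40 of arterial endothelium, changed by -1.14 (SE 0.17, adjusted p = 0.00267) with air and -1.03 (SE 0.17, adjusted p = 0.00169) with H2S.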

### Effect of mechanical ventilation and hydrogen sulfide on Socs3, Atf3, and Gadd45a

To validate the gene expression profiles from the microarray experiments, we performed sqRT-PCR and Western blot analyses on three genes induced during ventilation in the presence of H2S that have previously been shown to contribute to protection against VILI [22]–[27]: Socs3 (suppressor of cytokine signalling 3), Atf3 (activating transcription factor 3), and Gadd45a (growth arrest and DNA-damage-inducible 45 alpha). Gene expression profiles obtained from microarray and sqRT-PCR analyses (fig. 3 A+B) showed similar expression patterns for these genes. 

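Atf3, a stress-induced transcription factor, was at an intensity of 456 ± 52.9 (SD, n = 5 mice) in control lungs, 463 ± 94.7 with air and 1823 ± 452 with H2S. The log2 fold change was 0.00 (SE 0.16, adjusted p = 0.998) with air, 1.97 (SE 0.16, adjusted p = 8.22e-06) with H2S and 1.97 (SE 0.16, adjusted p = 2.98e-05) between H2S and air. Gadd45a, a growth arrest gene, was at 211 ± 4.57 (SD, n = 5), 272 ± 25.5 and 529 ± 78.4 in the same order. Its log2 fold changes were 0.36 (SE 0.09, adjusted p = 0.0426) with air, 1.31 (SE 0.09, adjusted p = 3.18e-06) with H2S and 0.95 (SE 0.09, adjusted p = 0.000165) between H2S and air. Socs3, a suppressor of cytokine signalling, is measured by 2 probes, of which the brighter (10393449) was at 356 ± 45.5 (SD, n = 5), 510.4 ± 158 and 788 ± 189.7. Its log2 fold changes were 0.48 (SE 0.18, adjusted p = 0.201) with air, 1.13 (SE 0.18, adjusted p = 0.00151) with H2S and 0.65 (SE 0.18, adjusted p = 0.37) between H2S and air. The other Socs3 probe (10383010), at 94.5 ± 8.81 in control lungs, was not called, at 0.07 (SE 0.10, adjusted p = 0.905) with air and 0.19 (SE 0.10, adjusted p = 0.341) with H2S.
In exact two-sided permutation tests of 5 against 5 mice, H2S lay apart from control and air at p = 0.00794 for Atf3 and Gadd45a, the smallest p this design allows. The same exact p of 0.00794 was found for Gadd45a with air against control. For Socs3 probe 10393449 the exact permutation p was 0.0317 with air, 0.00794 with H2S and 0.0397 between H2S and air. For probe 10383010 the exact permutation p was 0.611, 0.0794 and 0.31. For Socs3 probe 10393449, H2S against air gave 0.81 without the air-ventilated mouse labelled 11_6, a value that was called, and 0.65 with all mice, which was not.

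**Figure D2:**
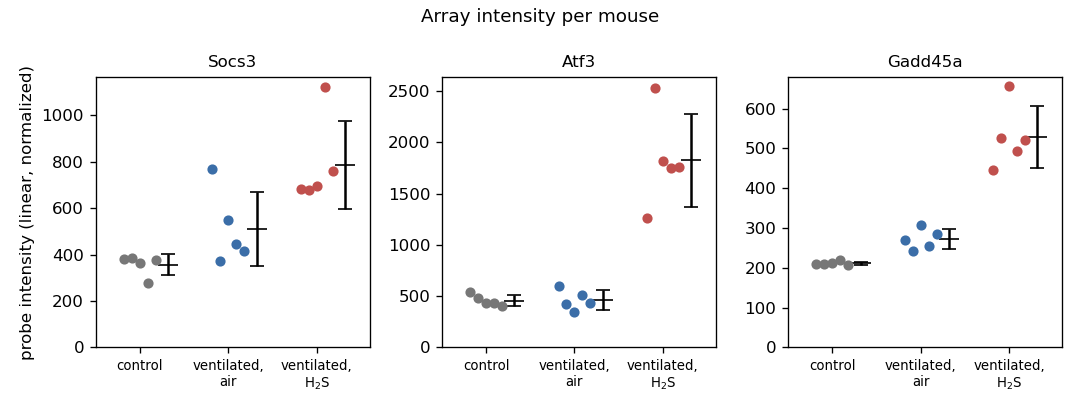
Intensity (y axis, linear scale) of Socs3 (probe 10393449), Atf3 and Gadd45a in each of 5 control, 5 air-ventilated and 5 H2S-ventilated mice. Points are mice and bars are the mean ± SD. Atf3 lies between 1265 and 2527 in H2S-ventilated mice and between 348 and 596 in air-ventilated mice.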

With respect to protein expression, Socs3, Atf3, and Gadd4a protein were further up-regulated in response to supplemental H_2_S inhalation as compared to ventilation alone (fig. 4). Thus, the expression patterns of these proteins were comparable to the mRNA results.

**Figure 3:**
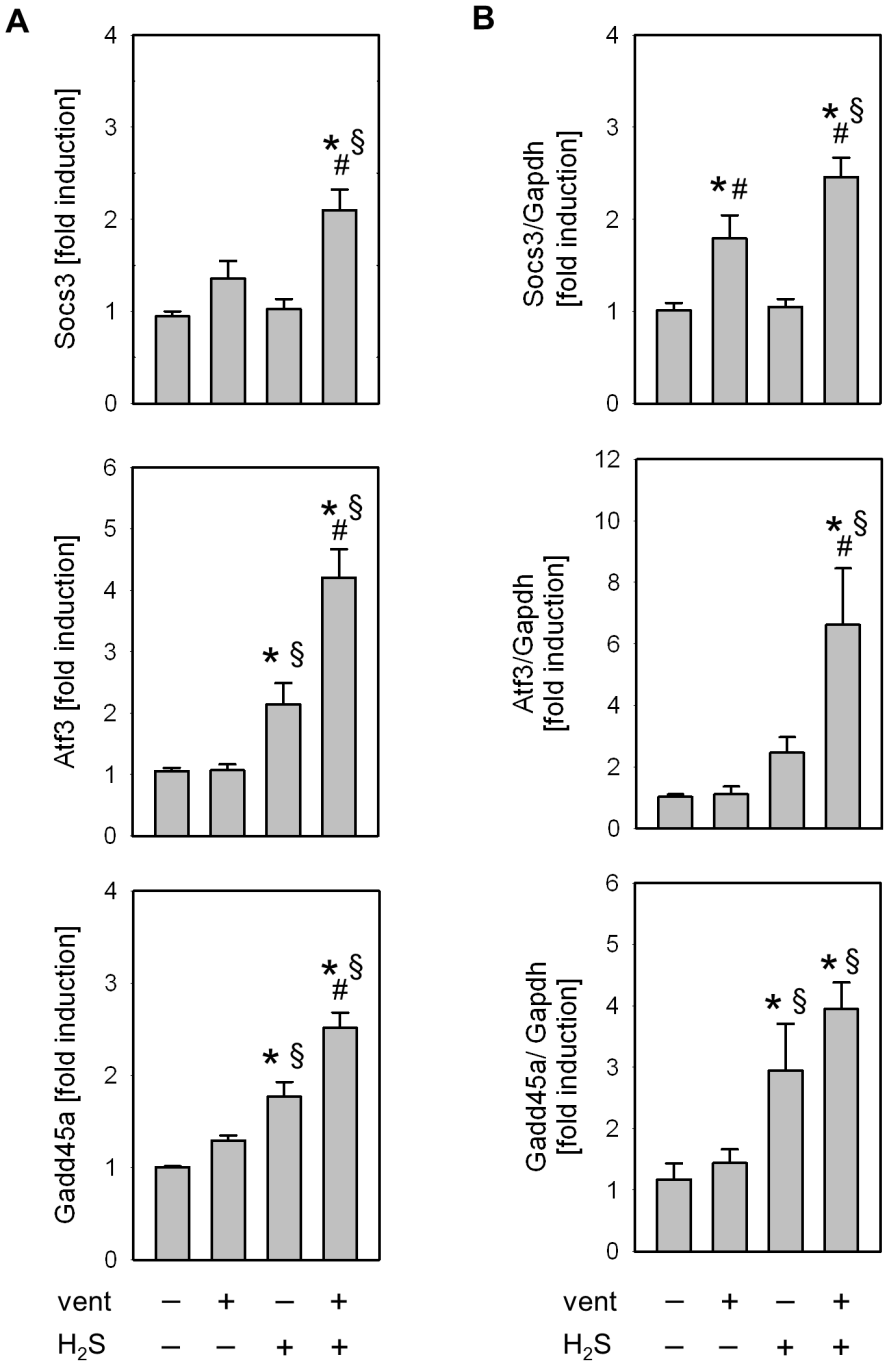
Verification of the microarray expression profiles of Socs3, Atf3 and Gadd45a by semi-quantitative RT-PCR. (A) Microarray expression levels of the control group (spontaneously air breathing animals) were used to calculate the effect of mechanical ventilation, spontaneous inhalation of H_2_S, and ventilation in the presence of H_2_S. (B) RT-PCR expression values for each gene were normalized to GAPDH. Data represent median of fold change ±SEM for n = 5/group. Analysis of variance (Student–Newman–Keuls post hoc test), *P<0.05 vs. control; ^#^P<0.05 vs. H_2_S control; ^§^P<0.05 vs. air-ventilated group.

**Figure 4:**
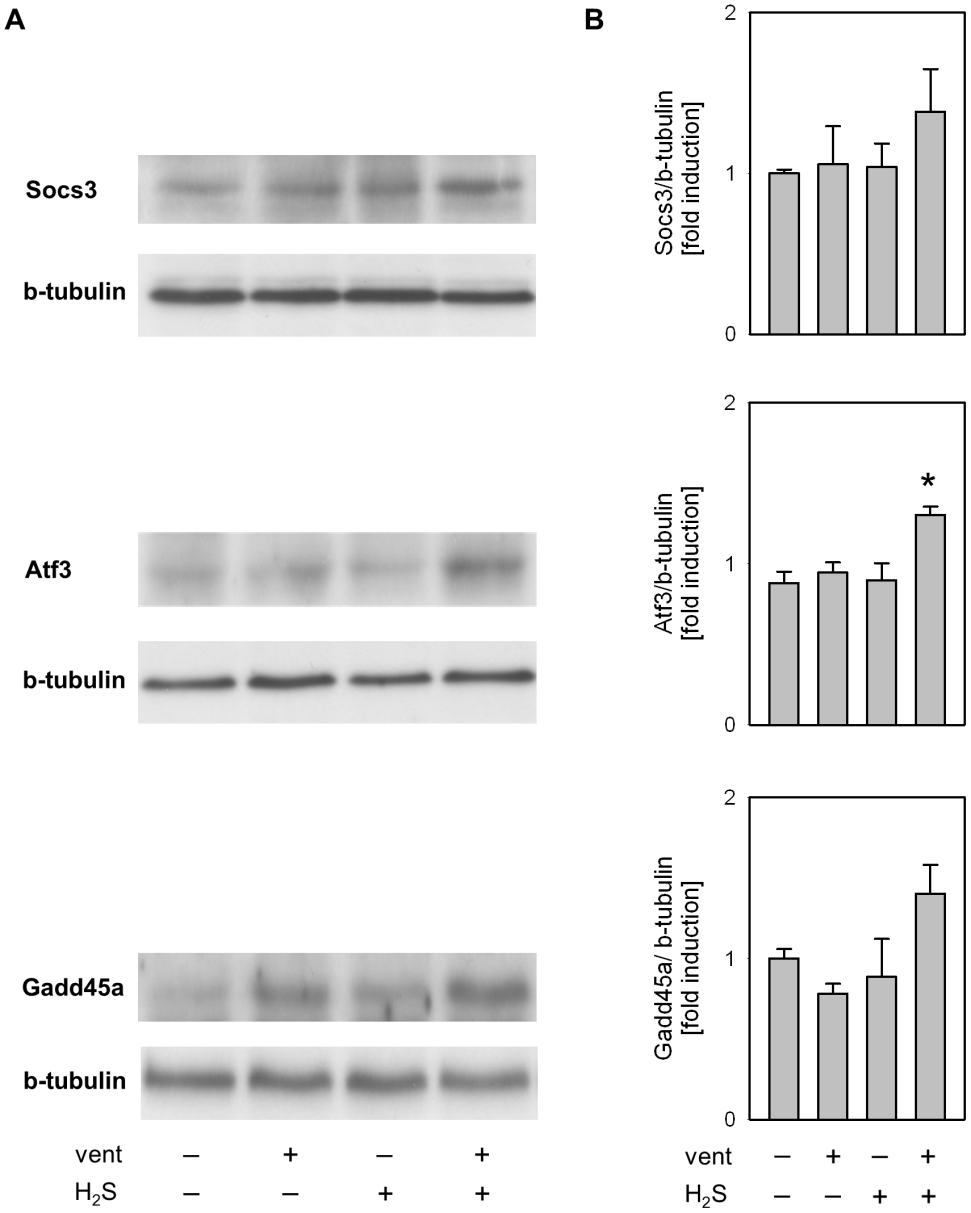
Western blot analysis of lung tissue homogenates showing increase of Socs3, Atf3 and Gadd45a protein synthesis in response to 6_2_S. (A) Representative Western blots for Socs3, Atf3, Gadd45a and β-Tubulin, and (B) corresponding densitometric analysis. All samples were normalized to β-tubulin and expressed as fold induction. Data represent mean ±SEM for n = 5/group. Analysis of variance (Student–Newman–Keuls post hoc test), *P<0.05 vs. control.

### Effect of Atf3 knockdown on VILI

Treatment of H_2_S-ventilated mice with Vivo-Morpholino oligonucleotides complementary to the ribosome binding site of Atf3 mRNA resulted in reduced Atf3 protein synthesis in lung tissue compared to the control-Morpholino treated group (fig. 5 A). Interestingly, ventilation with supplementary H_2_S resulted in slightly elevated Socs3 and Gadd45a gene expression levels in Atf3-Morpholino mice compared to the control-Morpholino mice (fig. 5 B+C).

**Figure 5:**
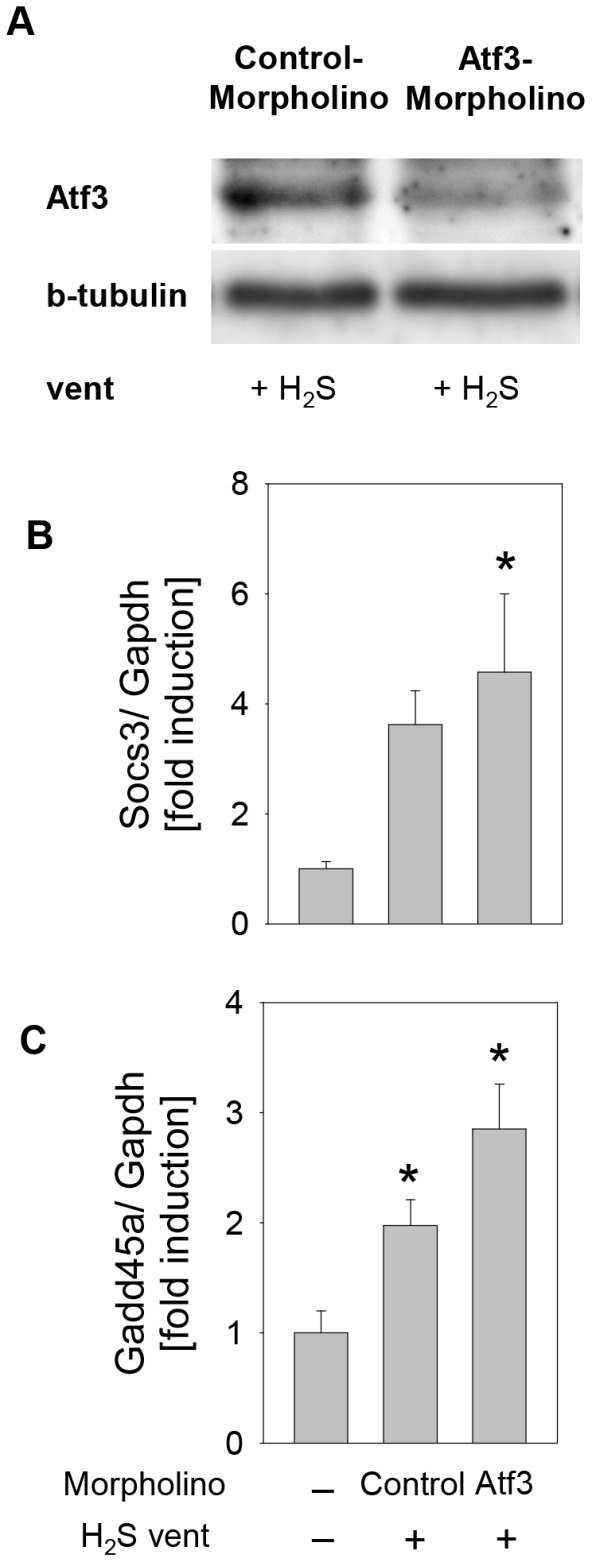
Effect of Atf3-Morpholino on Atf3 protein synthesis, Socs3 and Gadd54a gene expression. (A) Representative Western blot showing reduced Atf3 synthesis in mice treated with Atf3-Morpholino and subsequently subjected to mechanical ventilation in the presence of 80 ppm H_2_S. (B) and (C) RT-PCR expression values for Socs3 and Gadd45a normalised to GAPDH. Data represent median of fold change ±SEM for n = 4/group. Analysis of variance (Student–Newman–Keuls post hoc test), *P<0.05 vs. control.

As described above, in this series, lung histology showed that ventilation induced lung injury that was prevented in the presence of H_2_S (fig. 6 A). These findings were not affected by the application of control-Morpholino. However, administration of Atf3-Morpholino in the presence of H_2_S clearly led to the development of VILI, demonstrated by thickened alveolar walls, increased inflammatory cell infiltrates, and occurrence of sporadic blood vessel leakages. Furthermore, in comparison to the two H_2_S-ventilated groups, quantification of the histopathological changes revealed a significant increase of the VILI score in the Atf3-Morpholino group as compared to the control-Morpholino group (fig. 6 B). Most interestingly, the prevention of neutrophil infiltration by H_2_S was still existent in the Atf3-Morpholino group, indicating that the organ-protective effect, and in part the anti-inflammatory effect of H_2_S, depended on Atf3 (fig. 6 C).

**Figure 6:**
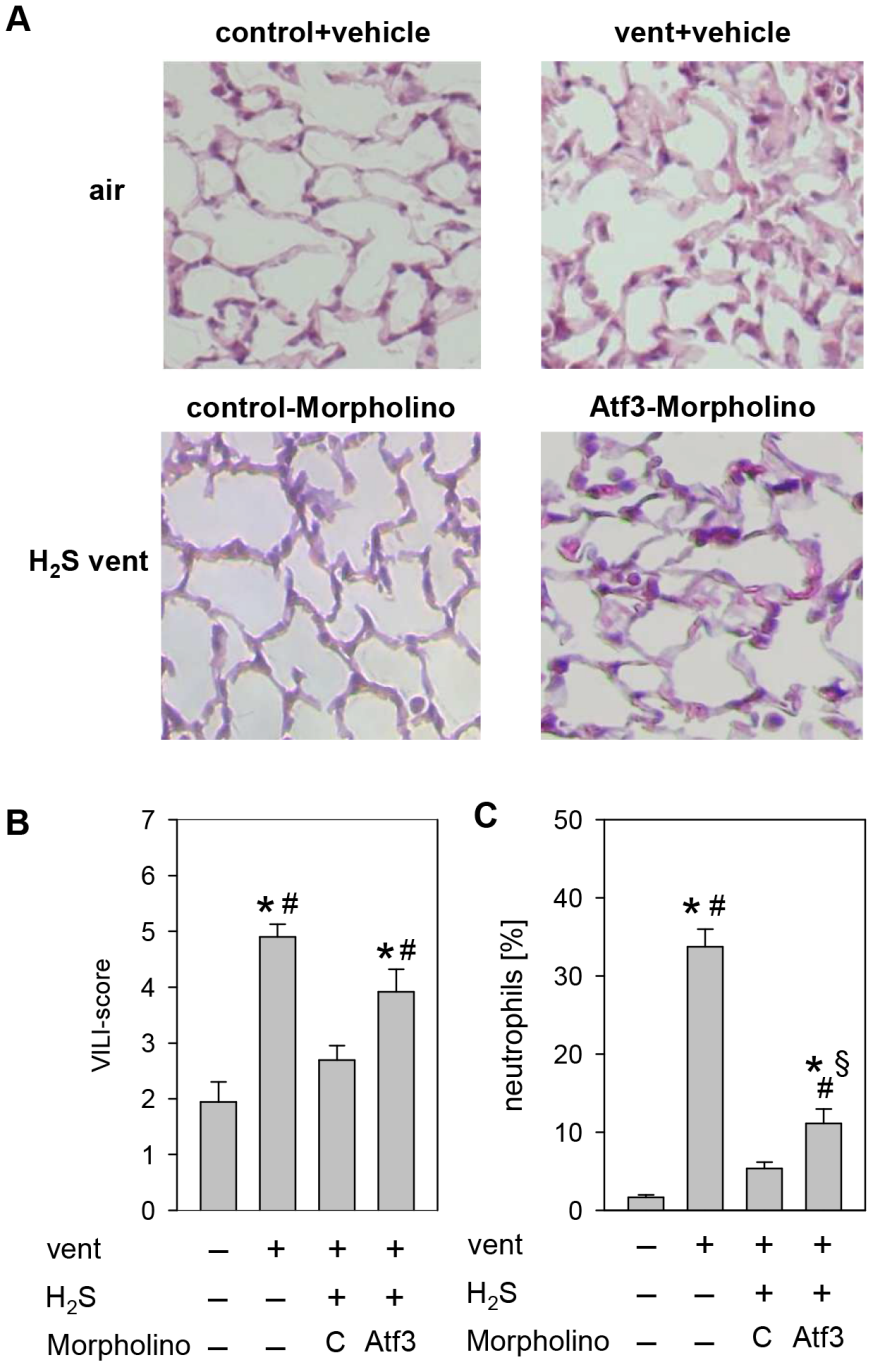
Effect of reduced Atf3 protein synthesis on VILI. (A) Representative pictures of H&E stained lung tissue from control animals and animals mechanically ventilated with synthetic air in the presence or absence of H_2_S. Control-Morpholino or Atf3-Morpholino treated mice were ventilated with supplemented H_2_S. (B) Ventilator-induced lung injury (VILI) score was measured from the histology samples and (C) the relative amount of neutrophils was determined by cytospin analysis of BALF. Data represent means ±SEM for n = 4/group. Analysis of variance (Student–Newman–Keuls post hoc test), *P<0.05 vs. control; ^#^P<0.05 vs. H_2_S control-Morpfolino; ^§^P<0.05 vs. air-ventilated group.

## Discussion

To perform a large scale screening of H_2_S-regulated genes that contribute to lung protection, we used a well established and clinically relevant VILI model [4], [17], [18], [28]. Histology, VILI scores, and inflammatory cell infiltrate counts showed that mechanical ventilation with a tidal volume of 12 ml/kg for 6 hours resulted in moderate lung injury in mice which was in turn prevented by the administration of 80 ppm H_2_S. These results are consistent with previous studies from our group and others demonstrating the protective capacity of H_2_S against VILI [4], [8], [9]. We preferred the use of spontaneous breathing control animals instead of mice ventilated with lung protective settings, *i.e.*, low tidal volume. First, in a preliminary study, we approved that mice subjected to mechanical ventilation with a protective setting (7 ml/kg tidal volume, 6 h) do not develop any signs of lung injury and were comparable to spontaneously breathing animals (data not shown). Second, we aimed to identify the overall gene expression changes as a result of mechanical ventilation with and without supplemented H_2_S, and third, we sought to observe exclusively H_2_S mediated gene regulation in control animals excluding ventilator effects.

Our findings led us to examine which genes and gene groups were affected by inhalation of H_2_S with or without mechanical ventilation. More than 452 genes were differentially regulated by mechanical ventilation and/or further modulated by ventilation with H_2_S. Virtually any of these genes could be responsible for the observed H_2_S-mediated protection. Therefore, the definition of gene groups and networks is essential. Gene enrichment analysis (GEA) revealed the differential regulation of key physiological processes (*e.g.*, oxidative stress, inflammation and ECM remodelling), which could contribute to injury or mediate lung protection in the absence or presence of H_2_S, respectively.

GEA showed an abundance of genes involved in inflammation, leukocyte activation, chemotaxis, and oxidative stress in lung samples of air-ventilated mice. Activation of macrophages and neutrophil cells, and redox imbalances in the lung are closely related to VILI [29], [30]. On the contrary, H_2_S ventilation in our VILI model prevented the onset of these processes. Furthermore, ventilation with supplemental H_2_S resulted in a particular gene expression profile that favours negative regulation of apoptosis and inflammation. 

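In the direct comparison of H2S with air, 1 of 18 anti-inflammatory regulators was higher and 0 lower (6 higher when adjusted over the list alone; camera adjusted p = 4.91e-09, 0.0232 with an estimated correlation), and this was Atf3. Of the 24 anti-apoptotic genes, 1 was higher, Hspa1a (4 when adjusted over the list alone; camera adjusted p = 3.63e-07, 0.0232 with an estimated correlation). The median H2S minus air was 0.12 (mean 0.27) for the anti-inflammatory and 0.09 (mean 0.31) for the anti-apoptotic list. Lists share genes: Atf3 is also in the immediate early and Atf4 lists, and Hspa1a and Hspb1 in the heat shock list. These lists are therefore not separate evidence. Against control, 9 of 18 anti-inflammatory regulators were higher with H2S and 0 lower (11 and 1 when adjusted over the list alone; camera adjusted p = 6.54e-08, 0.0241 with an estimated correlation). Zc3h12c, an RNA-binding regulator, rose by 0.72 (SE 0.10, adjusted p = 0.000546) with H2S and 0.62 (SE 0.10, adjusted p = 0.00342) with air. Bcl3, an NF-kB cofactor, rose by 0.80 (SE 0.17, adjusted p = 0.00755) with H2S and was at 0.33 (SE 0.17, adjusted p = 0.424) with air. Il1rn, the interleukin 1 receptor antagonist, was at 0.43 (SE 0.09, adjusted p = 0.00805) and 0.30 (SE 0.09, adjusted p = 0.0918). Bag3, a chaperone partner that restrains cell death, was at 0.43 (SE 0.11, adjusted p = 0.0226) and 0.10 (SE 0.11, adjusted p = 0.82), and Mcl1 at 0.35 (SE 0.07, adjusted p = 0.00427) and 0.27 (SE 0.07, adjusted p = 0.0333). Of 24 anti-apoptotic and 18 anti-inflammatory genes, 8 and 4 stand in the study's tables. From its gene enrichment analysis, the paper proposes that processes such as oxidative stress, inflammation and matrix remodelling could contribute to injury without H2S or mediate protection with it.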

Our study, and previous findings [4], [8], [9] confirm the anti-inflammatory and anti-apoptotic effects of H_2_S in mice models of VILI [5], [7]. Furthermore, the GEA revealed enrichment of genes involved in ECM remodelling. 

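Mmp8, a collagenase carried by neutrophils, had a probe with a log2 fold change of 1.88 (SE 0.26, adjusted p = 0.00175) with air ventilation and 1.94 (SE 0.26, adjusted p = 0.000452) with H2S ventilation relative to control. Between H2S and air ventilation it differed by 0.07 (SE 0.26, adjusted p = 0.997). In the mice numbered 20 to 28 alone its log2 fold change was 1.28 with air and 1.60 with H2S, neither of them called by limma.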

In our model, mechanical ventilation triggered the up-regulation of matrix metalloproteinase-8 (MMP-8), a protein that affects ECM remodelling. Upon activation, MMP-8 is involved in collagen I, II and III degradation. This protease can be expressed by a wide variety of cell types and plays an important regulatory role in both acute and chronic inflammation [31], wound healing [32] and cardiovascular diseases [33], [34]. MMP-8 deficient mice were shown to be sensitized to VILI [16]. In addition, ventilation with supplemental H_2_S resulted in the transcriptional up-regulation of Serpina3. 

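Serpina3n, a mouse member of the alpha-1-antichymotrypsin family, rose by 0.84 (SE 0.10, adjusted p = 0.000195) with H2S ventilation and by 0.59 (SE 0.10, adjusted p = 0.00428) with air. The direct comparison of H2S with air gave 0.25 (SE 0.10, adjusted p = 0.671). In the mice numbered 20 to 28 alone the value with H2S was 0.63 and not called (adjusted p = 0.353). In the air-ventilated mouse labelled 34_22 its intensity was 4720 against a median of 6300 in the other air-ventilated mice.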

Serpina3 is regarded as an acute-phase inflammatory protein that can protect tissues against proteolytic enzymes and promote repair in inflamed tissue [35]. Recent animal experiments provide evidence that H_2_S-induced ECM remodelling (*via* differential regulation of MMPs and their inhibitors) serves as an underlying mechanism for epithelial healing [36], or recovery in injury-induced vascular remodelling [37]. With respect to our study, pilot experiments showed that a late onset of H_2_S and short duration of application does not prevent lung injury. However, late onset of H_2_S inhalation but longer duration, *e.g.*, 5 hours air-ventilation followed by 5 hours H_2_S-ventilation still clearly reduces lung injury (data not shown). These preliminary results in orchestration with the microarray findings support the notion that H_2_S affects ECM, and thus, might contribute to the observed protection against VILI.

Application of H_2_S can regulate protective genes in the presence of injurious ventilation. This assumption is supported by our observation that several genes induced by H_2_S ventilation, (*i.e.*, Socs3, Atf3 and Gadd45a), were shown to play a significant role in the protection against VILI. Therefore, we addressed further evaluation of these three genes.

Socs3 is a cytokine-inducible negative regulator of cytokine signalling with established anti-inflammatory and anti-apoptotic effects [38], [39]. Socs3 was shown to contribute to lung protection after IL-22 challenge in a model of VILI [24]. Atf3 is critical for the prevention of acute inflammatory syndromes, including VILI, by limiting pro-inflammatory cytokine expression and may control the balance between proliferative and apoptotic signals [22], [40]. Gadd45a seems to be involved in microvascular barrier maintenance in the lung and may play a significant role in clinical predisposition to VILI [25], [41].

Studies in knockout mice have uncovered the significance of Atf3 and Gadd45a in VILI [22], [25]. Both knockout models have shown that lack of functional protein increased the severity of lung injury upon mechanical ventilation. Importantly, our microarray data demonstrated up-regulation of Atf3 and Gadd45a even in lung tissue of mice spontaneously breathing H_2_S. The ability of H_2_S to induce Atf3 is consistent with a previous study [36] and supports the notion that Atf3 may play an important role in H_2_S-mediated lung protection. As our results show, Atf3-Morpholino mediated down-regulation of Atf3 protein synthesis during mechanical ventilation inhibited the organ protective effects of H_2_S in VILI. It is important to note that the observed anti-inflammatory effect of H_2_S (*i.e.*, decreased neutrophil cell accumulation) appears to be only partly dependent on the Atf3 pathway. The slight induction of Socs3 and Gadd45a gene expression levels in the case of reduced Atf3 shows that these genes do not share the downstream pathway of Atf3 and rather suggest the possibility of complex feedback and/or compensatory mechanisms. Thus, additional unidentified signalling molecules could be involved in H_2_S-Atf3 mediated lung protection. This hypothesis is supported by the fact that the presented microarray findings indicate several regulatory processes upon H_2_S administration, together orchestrating H_2_S mediated organ protection.

## Summary

In this study we provide evidence on potential mechanisms involved in H_2_S mediated protection against VILI. H_2_S down-regulates genes that are involved in oxidative stress and pro-inflammatory cell responses. H_2_S regulates ECM remodelling, a mechanism which may contribute to H_2_S-mediated lung protection. In addition, H_2_S inhalation activates anti-apoptotic and anti-inflammatory genes, and genes controlling the vascular permeability. The functional relevance of Atf3 underscores the potential of H_2_S to limit lung injury.

## Supporting Information

Table S1 **Genes specifically regulated by ventilation in the absence of H_2_S.**
(XLS) Click here for additional data file.

Table S2 **Genes specifically regulated by ventilation in the presence of H_2_S.**
(XLS) Click here for additional data file.

Table S3 **Genes regulated by ventilation irrespective of the presence or absence of H_2_S.**
(XLS) Click here for additional data file.

Materials and Methods S1 **Supplementary materials and methods.**
(DOCX) Click here for additional data file.

# Supplementary material for: Genetic Targets of Hydrogen Sulfide in Ventilator-Induced Lung Injury – A Microarray Study
**Source:** PLoS One. 2014 Jul 15;9(7):e102401. doi: 10.1371/journal.pone.0102401
**Supplement:** Materials and Methods S1 — Supplementary materials and methods.

## RNA extraction and Microarray analysis

All RNA samples showed a 260/280 ratio between 1.9 and 2.1 and a 260/230 ratio above 1.9 as measured with a Nanodrop ND-1000 device (Thermo Scientific, Wilmington, DE, USA). RNA integrity was analyzed by capillary electrophoresis using a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). RNA samples with a RNA integrity number of greater than 9.0 were further processed with the Affymetrix GeneChip Whole Transcript Sense Target Labelling Assay as described by the manufacturer (Affymetrix UK Ltd, Mercury Park, UK).

Briefly, 500 ng of total RNA were reverse transcribed with (N6)-random primers coupled to a T7 RNA Polymerase promoter sequence. After second-strand synthesis, the double-stranded cDNAs were amplified overnight by *in-vitro*-transcription using T7 RNA Polymerase. The cRNA was purified and used as a template for a second cycle of reverse transcription with (N6) random primers. Here, dUTP was incorporated into the cDNA. After hydrolysis of the cRNA with RNAse H, the cDNA was purified and subsequently fragmented using the enzymes Uracil-DNA Glycosylase (UDG) and human apurinic/apyrimidinic Endonuclease 1 (APE1). The cDNA fragments were then labeled at their 3'-end with biotin using Terminal Deoxynucleotidyl Transferase (TdT). Labeled fragments were hybridized to the arrays for 16 h at 45°C with 60 rpm in an Affymetrix Hybridization Oven 640. After washing and staining, the arrays were scanned with the Affymetrix GeneChip Scanner 3000 7G. CEL-files were produced from the raw data with Affymetrix GeneChip Command Console Software Version 3.0.

Genedata Expressionist software (Genedata AG, Basel, Switzerland) was used for further data analysis. CEL files were imported into the Refiner (Version 6.1) module of Expressionist. GC background subtraction was performed using anti-genomic background probes. Subsequently, quantile normalization and probe summarization was performed using the Bioconductor RMA condensing algorithm as implemented in Refiner (Irizarry et. al., Biostatistics 2003). 

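Quantile normalization gives every array the same distribution of intensities before summarization, so a shift shared by all transcripts of an array is removed, and differences between mice are differences in rank and relative level. RMA then combines the probes of each transcript into 1 value. A further normalization of the deposited values, centring each array on its median, moved the share of called probes that were higher from 35.7% to 39.6% with air and from 45.4% to 51.4% with H2S.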

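CyberT is a Bayes-regularised test in which each gene's spread is blended with that of genes of similar level, here the 101 nearest with a confidence of 15. Fitted to the log2 values at the same thresholds and with the same fold measure as limma, it called 341 probes with air, 506 with H2S and 45 between H2S and air, against 272, 410 and 17. Of the 272 probes that limma called with air it called 272, and of the 410 with H2S, 409.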

To identify differentially expressed genes between the groups, the unpaired Bayes T-test (CyberT) (Baldi and Long, Bioinformatics 2001) with the Bayes Confidence Estimate Value set to 15 and a window size of 101 genes as well as 100% valid values in each group was used with the Analyst module (version 2.2.6b). To control the false discovery rate (FDR), the Benjamini-Hochberg q-value was calculated (Benjamini and Hochberg, J Royal Stat Soc 1995). We then used the "Effect size" activity of Analyst to calculate the paired Effect size score between the experimental groups. 

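The effect sizes in the supplementary tables were compared with the deposited values. They equalled the ratio of the group medians within 0.01 on the log2 scale for all 55 probes of Table S1, 195 of 210 in Table S2 and 187 of 187 in Table S3 with either gas. The ratio of medians and the fold from means of log2 values therefore give different sizes for the same gene, as for Socs3 with H2S, at 1.857 by medians in the table and 2.188 from means of log2 values.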

Only genes from the categories "main" and "unmapped" (see Affymetrix transcript annotation NA32) were included in the analysis.

How the deposited data were processed for this re-analysis (not part of the article)

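The deposited data are intensities from the authors' own processing of Affymetrix whole-transcript arrays of the inferior right lung lobe of 15 mice, 5 in each of the control, air-ventilated and H2S-ventilated groups. Array images were read with Command Console 3.0. The authors imported them into Genedata Expressionist Refiner 6.1, subtracted a GC-dependent background with anti-genomic probes, applied quantile normalization and summarized probes with RMA, a step that the submitters' processing notes also name. Main and unmapped transcripts of Affymetrix annotation NA32 were kept by the study. The deposited intensities are on a linear scale, and no further rescaling of them is given in the sources used here.

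The table holds 28361 transcript clusters in 15 columns, of which 0 were left unused. Gene symbols come from the platform table given for this work. The intensities were transformed to log2, where the design had described the values as log2 already, and fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes) with no covariate. Python 3.11.15 and matplotlib 3.10.9 drew the plots. Each comparison was air minus control, H2S minus control or H2S minus air, and probes were called at a p of at most 0.005, an adjusted p of at most 0.1 and a fold of at least 1.7. The number of arrays limits the precision of each value.

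The rule for naming genes took those with the 10 largest changes among called probes with 1 symbol that separated every mouse, the genes named by the paper, and up to 4 members of each list with the smallest adjusted p. The text names only some of the list members that the rule took and gives the others as counts. Of the genes named by the paper, 1 is not reported here. One probe per gene, the one with the highest mean over the 15 arrays, stood for each list member. The 42 lists cover interferon, antigen presentation, stress, hypoxia, clock, glucocorticoid, cytokine, adhesion, matrix, vessel, apoptosis, Wnt, cell cycle, sulfide and respiratory genes and markers of cell types. The lists were tested with camera and, beside it, with fry, which tests whether the genes of a list move, on balance, one way. camera and fry passed 25 and 14 lists with air, 25 and 22 with H2S and 14 and 8 between H2S and air, over a background of 19934 genes.

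CyberT with a confidence of 15 and a window of 101 was run as an alternative, as were array weights, a variance trend, other filters and normalizations, the study's fold from medians, a block for the label numbers, the mean of the probes of a gene for the lists, and leaving out each mouse. Alternatives added after the values were seen were 1 probe per gene, CyberT with the fold from medians, the number sets as a block and the number sets alone. The limma and camera steps were tested on simulated data. Of 100 probes changed by a fold of 2 in air, 97% were recovered, with 1 false call among 28361 probes, and of 100 changed by a fold of 2 in H2S, 93% with 3. By a fold of 3, 97% and 98% were recovered. In the same simulated data CyberT made 18 false calls with air, 25 with H2S and 2 between H2S and air. A list shifted by 0.5 in log2 passed camera in the simulated H2S comparison at an adjusted p of 1.93e-33, and 0 other lists passed. Other splits of the real control and H2S-ventilated mice passed a median of 13 lists. The simulation therefore does not show how often camera at the preset correlation passes real lists by chance.

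The label numbers were checked for pairing. Mice with numbers in the same run of 4 and in different groups correlated at 0.179 on average, from -0.179 to 0.358, and mice of different runs at -0.037. Since not every pair was over 0.1, the numbers were not treated as pairing the mice. The comparisons with control share the same 5 control mice, which were simulated and split as given at the overlap. Spontaneous breathing of H2S is not analysed here, nor are histology, lavage counts, PCR and protein blots.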

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

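All tests of explanations in these paragraphs, the counts over other splits included, were chosen after the results they test were seen. Within groups of 5 mice, 17 of 201 groups had a mouse far from the others, 6 of them in controls, where chance flags about 1 in 20 groups, or 10 here. The gap to the nearest mouse, as a share of the group's range, is given for each. In the air-ventilated mouse labelled 34_22 it was 0.753 for Fkbp5, 0.747 for Serpina3n, 0.768 for Spon2 and 0.78 for the mean of the glucocorticoid-induced genes. In H2S-ventilated mouse 4_8 it was 0.817 for Clca3a1, 0.778 for Socs3 (probe 10393449, intensity 1120 against a median of 689) and 0.727 for airway epithelial markers. In control mouse 5_1 it was 0.85 for Socs3 (probe 10383010), 0.808 for antioxidant enzymes, 0.72 for complex IV and 0.73 for thymus markers. Single flags were control mouse 7_9 for Socs3 (probe 10393449, 0.828, intensity 276 against 378), H2S-ventilated mouse 9_12 for angiogenesis (0.852) and the unfolded protein response (0.711), air-ventilated mouse 11_6 for the hypoxia response (0.764), H2S-ventilated mouse 15_20 for mast cell markers (0.839) and control mouse 13_25 for NK cell markers (0.759).

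Several lists outside the genes the paper discusses passed camera at the preset correlation, with these median log2 fold changes, and did not pass with an estimated one. Antigen processing and presentation was at -0.43 with air and -0.42 with H2S (adjusted p = 0.0889 and 0.0962 with an estimated correlation), monocyte markers at -0.50 with air (0.28) and interferon-gamma-induced GTPases at -1.20 with H2S (0.242). Between H2S and air ventilation, 17 probes were called, all higher with H2S. The mice that breathed H2S spontaneously are not analysed here, so whether these probes differ in their change with ventilation was not tested.

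Immediate early genes were higher with H2S than with air by 0.51 in their mean log2 intensity. A shift shared by the mice of a label number set cancels here, as each group holds 3 mice numbered 1 to 12 and 2 numbered 20 to 28. The differences within the sets therefore do not test it, and show only that the pattern was seen in both. The smaller was 0.48 (0.53 in the other set; exact permutation p within sets = 0.0167, the smallest this test can give). An effect of 1 mouse alone is argued against, since without H2S mouse 4_8 the difference was 0.42, the lowest of all. Handling of the lobe before freezing stays open: the 8 fastest members, picked by hand after the list was seen, had a median H2S minus air of 0.54 against 0.41 in the other 15, all 8 higher and 0 at an adjusted p under 0.05 by limma. An effect of H2S itself was not tested apart from these and stays open.

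B cell markers had a median log2 fold change of -0.90 with air and -0.94 with H2S. A shift of a label number set cancels between the groups here too. The difference nearest to 0 within a set was -0.73, so the fall was seen in both sets. Less blood in the lobes was tested on the 2 erythroid markers above the median level, Alas2 and Slc4a1, whose mean differed by -0.48 with air and -0.03 with H2S, against -1.07 and -1.14 for B cell markers. With H2S it is argued against, since the erythroid minus the B cell difference had a lower 95% bound of 0.42. With air it cannot be told apart, as that bound was -0.13 and the erythroid difference ran from -0.96 to 0.00. Lymphoid tissue in the control lobes cannot be told apart from a loss of B cells, as T cell markers differed by -0.16 at the lowest and lymphoid tissue may differ in its share of T cells. The wider spread of B cell scores in control mice that it would give was not seen (SD 0.27 in control, 0.37 with air and 0.32 with H2S), with 5 mice in each. An effect of ventilation on B cells stays open, untested.

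Circadian clock genes had a median of 0.63 with air and 0.73 with H2S. A shift of a label number set cancels between the groups here too. The smallest difference within a set was 0.35, so the rise was seen in both sets. Sampling at another phase of the day stays open, as 9 of 9 members moved in the order it needs in each ventilated group, and times of day are not given in the sources used here. Glucocorticoid induction of clock genes cannot be told apart: Per1, its direct target, was at 0.27 with air and 0.44 with H2S against a median size of 0.67 with air over the 16 other members. An effect of ventilation on the clock stays open, untested.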

How the results depend on the processing

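The settings 1 probe per gene, CyberT with the fold from group medians, the number sets as a block and the number sets alone were chosen after seeing the data, as were the counts over other splits. Of 245 values of 10 counts under the alternatives, 217 stayed within 1.5 times. Of 225 values for Socs3, Atf3 and Gadd45a, 212 kept direction and call, of 875 for other named genes 836, and of 1216 for lists 1147, the other 69 losing their call. The cause was not tested for any change below except where fewer mice or genes were used. At an adjusted p under 0.05 without a fold minimum the counts were 977 with air, 2228 with H2S, 838 in both, 139 only with air and 1390 only with H2S. CyberT gave 45 between H2S and air (45 also with the fold from medians, and 61 only with air), array weights 64 and the fold from medians 53 only with air. Leaving out 1 mouse gave 13 to 35 between H2S and air (35 without air mouse 11_6, 26 without H2S mouse 15_20), 24 to 73 only with air (73 without air mouse 34_22) and 132 to 279 only with H2S (279 without H2S mouse 15_20). With 1 probe per gene 163 (81 higher, 82 lower), 265 (159 and 106) and 137 probes were called with air, with H2S and in both. The mice numbered 1 to 12 gave 11 between H2S and air and 72 only with air. Those numbered 20 to 28 gave 0 with air, 9 with H2S, 2 between H2S and air, 0 in both, 0 only with air and 9 only with H2S by limma (unadjusted 1792, 3182 and 1190, CyberT 164, 387 and 56 for the first 3). With an estimated correlation 2, 10 and 4 lists passed with air, with H2S and between H2S and air.

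Atf3 with air, not called in any setting, turned to -0.025 with array weights, -0.26 in the mice numbered 20 to 28 and -0.092 to 0.10 without 1 mouse. Socs3 (probe 10393449) between H2S and air was 0.51 to 0.81 without 1 mouse, called at 0.81. In the mice numbered 20 to 28 calls were lost for Socs3 (0.85), Atf3 (2.08) and Gadd45a (1.49) with H2S and for Atf3, H2S against air (2.34), and Gadd45a, H2S against air (1.07). Uncalled values that changed sign were Socs3 probe 10383010 with air (-0.11 in the mice numbered 20 to 28, -0.014 to 0.13 without 1 mouse) and Mmp8 between H2S and air (-0.10 in the mice numbered 1 to 12, -0.059 to 0.17 without 1 mouse). With the run of 4 label numbers as a block 282, 484 and 25 probes were called with air, with H2S and between them, and with the sets as a block 281, 435 and 22. The number of arrays and the array's background limit values of dim probes.

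In 100 of the 126 splits of 2 groups of 5 mice, chance is excluded for the 272 probes with air (1 split as large, the real one; highest other 15) and the 410 with H2S (1; 128). For the lists with air (1; 25 real, 24) and with H2S (2; 25 real, 26) it is excluded at a share under 0.05 only, as other splits came close to the real count or passed it, and within the number sets 2 of 60 splits were as large with each gas (25 and 26). In 100 regroupings of all 15 mice chance is excluded for the 238 in both (1; 0). The 34 only with air (4; 282) and the 172 only with H2S (1; 144) were seldom reached there, but such regroupings remove the effect that the gases share and do not test what is particular to 1 gas. With the control mice kept and the ventilated mice regrouped, 79 of 100 counts were as large for the 34 (median 70, highest other 388) and 18 for the 172 (78, 375), so chance is not excluded for either. For the 17 between H2S and air (3; 112) another split called several times the real count, which points to a structure of the samples. It put together air mice 11_6 and 12_10 and H2S mice 9_12, 4_8 and 1_4, all numbered 1 to 12. With the sets as a block the real count was 22, and in splits within the sets, run after this was seen, chance is excluded for the 17 (1 of 60; highest other 2). Chance is not excluded for the 14 lists between H2S and air, in the 100 unrestricted splits (40; 23) or within the sets (24 of 60; highest other 23).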

Differences from the paper's values

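The CyberT test with the fold from medians and the use of mice numbered 1 to 12 were chosen after seeing the values. The paper gives 55 genes called only with air, where 34 probes were called here. Among the alternatives set before the data were examined, array weights (64), arrays centred on the median (37), quantile normalization again (38) and the fold from group medians (53) came within 1.5 times of the paper's value. CyberT (36), only the 2 groups compared (34), a variance trend (34), probes above the median level (23), probes with a gene symbol (31), an adjusted p under 0.05 (139) and the label number block (36) did not. CyberT with the fold from group medians, the study's own criteria, gave 61, chosen after seeing the values. The same criteria gave 283 probes in both comparisons, where the paper gives 187, which was not within 1.5 times. They gave 240 only with H2S (210 in the paper) and 584 in either (452), both within 1.5 times. By those criteria 242 of the 242 probes of the study's tables were called with air, so 0 were dropped, and 392 of 397 with H2S, so 5 were dropped. They also called 102 probes with air and 131 with H2S that are not in the tables, of which 88 and 100 share a symbol with a table entry and 73 and 74 are Hmcn1 probes. The mice numbered 1 to 12 alone gave 72.

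The Table S2 values that follow are from the 15 rows whose effect size was not the ratio of medians here. The table's p and FDR together imply a rank for each row. That rank was within 5 percent of the rank here for 2 of these 15 rows, against 194 of the other 195. Whether the 15 rows hold values of H2S ventilation against control is therefore not settled. For 1 Ppargc1a probe the paper's value with H2S is 6.657 and the fold here 4.176. The ratio of medians was 4.627 and the ratio of linear means 4.476, both within 1.5 times. For 1 unnamed probe the paper's value is 1.926 and the fold here 5.271 (5.172 and 5.332, neither within 1.5 times). For Atf3 the paper's value in Table S2 is 1.916 and the fold here 3.92 (4.055 and 3.995, neither). By CyberT the p of Atf3 is 2.19e-08 in the table and 7.45e-18 here. The paper also gives Atf3 with H2S at about 4.2 in Fig. 3A, read by eye, which is within 1.5 times of 3.92. It gives Gadd45a with H2S at about 2.5 in Fig. 3A, read by eye, and at 1.877 in Table S2, where the fold here was 2.48. For Depp1 the paper's value is 1.863 and the fold here 3.528 (3.259 and 3.55, neither). For Hspb1 the paper's value is 1.768 and the fold here 2.724 (2.615 by medians, within 1.5 times; 2.708 by linear means, not).

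Of the probes of the study's tables, limma called 21 of 55 in Table S1, 118 of 210 in Table S2, and 135 with air and 151 with H2S of 187 in Table S3, all with the same sign as in the table. The paper's enrichment, by a tool not used here, was run on the genes called with only 1 of the gases. The lists here were tested over all genes of each comparison, shared changes included, so the values that follow are not the same quantity as the paper's. The paper describes most gene ontology processes as specific to air or to H2S ventilation, where 23 of the 25 lists that passed camera with each gas at the preset correlation passed with both. With an estimated correlation 2 passed with air and 10 with H2S, so most of the lists that passed then did so with H2S only. It links air ventilation to neutrophil activation, where 4 of 19 neutrophil markers were higher with air and 0 lower. Their camera adjusted p with air was 0.000398, and 0.266 with an estimated correlation. With H2S, 5 of the 19 were higher and 0 lower. The paper also counted neutrophils in lavage fluid, where their share rose with air ventilation and not in the presence of H2S. Those counts are not analysed here, and marker RNA of the lobe does not measure them. The paper also links air ventilation to stronger leukocyte adhesion and chemotaxis, where 0 of 18 such receptors were higher with air and 2 lower. For H2S it describes angiogenesis processes as activated alone, where 8 of 32 genes were higher and 10 lower.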

Other observations

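Interferon lists passed camera as lower in both ventilated groups at the preset correlation only, with an estimated correlation of 0.911 between their genes. In exact permutation tests of the list mean, n = 5 per group, p was 0.206 with air and 0.0794 with H2S for type I interferon genes. For the GTPases the exact p was 0.0635 and 0.0238 (adjusted 0.116 and 0.0476). Of 8 interferon-gamma-induced GTPases, 1 was lower with air, Gbp9 at -1.22 (SE 0.31, adjusted p = 0.0387) (4 when adjusted over the list alone; camera adjusted p = 1.39e-05, adjusted p = 0.266 with an estimated correlation), and 4 with H2S, with Gbp5 at -1.16 (SE 0.31, adjusted p = 0.0305) (8 when adjusted over the list alone; 4.83e-06, 0.242 with an estimated correlation). Of 26 type I interferon genes, 0 passed with either gas by limma (camera adjusted p = 7.72e-07 with air and 9.31e-08 with H2S, 0.435 and 0.383 with an estimated correlation). Antigen processing and presentation genes gave 6 lower of 18 with air and 7 with H2S (15 and 12 when adjusted over the list alone; camera adjusted p = 3.5e-12 and 6.55e-09, 0.0889 and 0.0962 with an estimated correlation), with H2-Ob, a class II chaperone of B cells, at -0.98 (SE 0.19, adjusted p = 0.00935) with air. B cell markers were lower as well, with a mean log2 fold change of -1.07 with air and -1.14 with H2S. Whether the antigen presentation genes fell with them was not tested. Monocyte markers gave 2 lower of 11 with air and 1 higher and 4 lower with H2S (camera adjusted p = 0.000618 and 0.011, 0.28 and 0.383 with an estimated correlation, 0.0711 with H2S without control mouse 6_5), with Adgre4 at -1.50 (SE 0.38, adjusted p = 0.0384) with air. Clec12a at -0.94 (adjusted p = 0.0612) and Ms4a4c at -1.43 (adjusted p = 0.0656) were called with air at the study's thresholds. They did not reach the adjusted p of 0.05 used for list members. Between H2S and air the camera adjusted p was 0.138 for the GTPases, 0.125 for type I interferon genes, 0.821 for antigen presentation and 0.667 for monocytes. With the run of 4 label numbers as a block it was 0.04 for the GTPases and 0.0184 for type I interferon genes, both lower with H2S. Cell cycle (0.0136) and liver (0.0212) lists, both higher, passed in that setting too. With the number sets as a block neither interferon list passed (0.0884 and 0.116). The means of the type I interferon genes, centred over all mice, ran from -0.41 to 1.51 in control mice and from -0.69 to 0.31 with air, and the groups overlapped.

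Fibroblast and mural cell markers gave 4 lower of 16 with air and 6 with H2S (camera adjusted p = 3.83e-08 and 6.25e-05, 0.0889 and 0.181 with an estimated correlation), with Cdh11, a mesenchymal cadherin, at -0.91 (SE 0.15, adjusted p = 0.00421) with air. NK cell markers gave 0 of 11 with air and 1 lower with H2S, Klre1 (camera adjusted p = 7.84e-05 and 0.000339, 0.329 and 0.36 with an estimated correlation). Mast cell markers gave 0 of 8 with air and 2 lower with H2S, Kit and Cpa3 (camera adjusted p = 0.0138 and 0.011, 0.266 and 0.244 with an estimated correlation; 0.0555 with air without control mouse 6_5). Sulfide oxidation and synthesis genes gave 1 higher of 9 with air, Cth, and 2 with H2S, Cth and Got1 (camera adjusted p = 0.0204 and 0.0103, 0.338 and 0.274 with an estimated correlation; with air 0.0513 without control mouse 12_21 and 0.0551 without 7_9). Cth makes hydrogen sulfide from cysteine and was at 0.51 (SE 0.11, adjusted p = 0.0146) with air and 0.56 (SE 0.11, adjusted p = 0.0045) with H2S. The single genes of counts of 5 or fewer were named after their values were seen.

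Other lists passed no camera test against control, with adjusted p values for air and H2S of 0.0702 and 0.398 for T cell markers, 0.195 and 0.336 for alveolar type I cells, 0.385 and 0.694 for alveolar type II cells, 0.81 and 0.319 for airway epithelium, 0.907 and 0.694 for fat, 0.924 and 0.992 for muscle, 0.367 and 0.694 for the cell cycle, 0.103 and 0.904 for erythroid cells, 0.0895 and 0.869 for liver and 0.81 and 0.904 for thymus. Alveolar macrophage markers with air and the Wnt pathway and unfolded protein response with H2S were at 0.489, 0.105 and 0.267. Between H2S and air, alveolar macrophage markers were higher (3.32e-05, 0.0777 with an estimated correlation), with Pparg past the test, and erythroid markers at 0.0187 (0.371 with an estimated correlation; 0.208 without air mouse 35_26, 0.0769 without H2S mouse 9_12 and 0.0786 without H2S mouse 4_8). The median, the mean and the test differed in sign for fat, pro-apoptotic, pro-inflammatory, complex IV and thymus lists with air, for alveolar type II, fat, antioxidant, muscle, liver and thymus lists with H2S, and for airway, angiogenesis, antigen presentation, muscle, endothelial and thymus lists between H2S and air.

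The p values of the study's tables were counted as equal to those of CyberT here for 53 of 55 probes of Table S1. The same held for 187 of 210 of Table S2, and for 175 with air and 171 with H2S of 187 in Table S3. All signs were the same, and the tolerance used for p values is not stated here. In Table S2, 15 effect sizes were not the ratio of medians of the deposited values. They include Hspa1a, with an effect size of 10.32 in the paper, a ratio of medians of 7.095 and a ratio of linear means of 10.38. The same values were 2.916, 3.841 and 4.004 for Ptgs2 and 1.853, 2.589 and 2.59 for Bhlhe40. By CyberT the p of Hspa1a was 2.54e-11 in the table and 7.05e-15 here. The rank implied by the table's p and FDR was within 5 percent of the rank here for 2 of the 15 rows. It was so for 194 of the other 195. The ratio of linear means of Hspa1a therefore does not show how its row was computed.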
